# Demethylation and derepression of genomic retroelements in the skeletal muscles of aged mice

**DOI:** 10.1111/acel.13042

**Published:** 2019-09-27

**Authors:** Byungkuk Min, Kyuheum Jeon, Jung Sun Park, Yong‐Kook Kang

**Keywords:** aging, DNA methylation, endogenous retrovirus (ERV), LINE1, MBD‐seq, retroelement, skeletal muscle

## Abstract

Changes in DNA methylation influence the aging process and contribute to aging phenotypes, but few studies have been conducted on DNA methylation changes in conjunction with skeletal muscle aging. We explored the DNA methylation changes in a variety of retroelement families throughout aging (at 2, 20, and 28 months of age) in murine skeletal muscles by methyl‐binding domain sequencing (MBD‐seq). The two following contrasting patterns were observed among the members of each repeat family in superaged mice: (a) hypermethylation in weakly methylated retroelement copies and (b) hypomethylation in copies with relatively stronger methylation levels, representing a pattern of “regression toward the mean” within a single retroelement family. Interestingly, these patterns depended on the sizes of the copies. While the majority of the elements showed a slight increase in methylation, the larger copies (>5 kb) displayed evident demethylation. All these changes were not observed in T cells. RNA sequencing revealed a global derepression of retroelements during the late phase of aging (between 20 and 28 months of age), which temporally coincided with retroelement demethylation. Following this methylation drift trend of “regression toward the mean,” aging tended to progressively lose the preexisting methylation differences and local patterns in the genomic regions that had been elaborately established during the early period of development.

## 1 INTRODUCTION

Both muscle mass and strength start to decline around middle age, and the rate of decline accelerates with age (Hughes et al., 2001). Although the mechanisms underlying skeletal muscle aging are not yet fully understood, it is generally believed that changes in DNA methylation and in other epigenetic modifications have a huge influence on the aging process and likely contribute to aging phenotypes. The maintenance of certain DNA methylation patterns across the genome is necessary to sustain gene expression programs that are specific for terminally differentiated or differentiating cells, including skeletal muscle cells. In reality, DNA methylation is implicated in muscle development and differentiation (Carrio & Suelves, 2015), and several methylome studies have shown chronological alterations in DNA methylation during myogenic differentiation from cultured myoblasts to a myotube (Tsumagari et al., 2013). Furthermore, many genes with muscle‐specific expression, including *MYOD* (Brunk, Goldhamer, & Emerson, 1996), *MYOG* (Fuso et al., 2010), *α‐SMA* (Hu, Gharaee‐Kermani, Wu, & Phan, 2010), and *SIX1* (Wu et al., 2011), are transcriptionally regulated by de novo methylation and demethylation; for example, the gene expression changes after treatment with 5‐azacytidine (Montesano, Luzi, Senesi, & Terruzzi, 2013) or *DNMT1* antisense cDNA (Szyf, Rouleau, Theberge, & Bozovic, 1992).

Comprehensive DNA methylation analyses have been facilitated by genome‐wide sequencing technology that enables the detection of numerous methylation alterations that are present in aged tissues. However, methylome research on skeletal muscle aging in mammals has been scarce, and no consensus on the relationship between them has been reached. Zykovich et al. (2014) compared the DNA methylation patterns of human skeletal muscles from healthy young (~20 years of age) and aged (~80 years of age) males and observed predominant hypermethylation patterns in the aged skeletal muscles. Day et al. (2013) explored DNA methylation changes with age in various tissues and found that skeletal muscle tissues exhibited the strongest association with tissue‐specific genes and the least overlap in the list of age‐associated CpG dinucleotides (CpGs) with other tissues. Jin et al. (2014) compared the skeletal muscle methylation of young and middle‐aged pigs and found that there was a global hypomethylation trend in middle‐aged pigs. In contrast to the former two human studies that utilized bead chip arrays, which are used to perform limited examinations of the selected CpGs around the genic regions, the latter pig study utilized a genome‐wide analysis technique called methylated DNA immunoprecipitation (MeDIP), but their analyses were also restricted only to the genic regions. Consequently, all of these skeletal muscle methylome studies on age‐associated methylation drift lacked information about the nongenic regions, including retroelements.

Aging is associated with the loss of repressive heterochromatin integrity, leading to the abnormal activation of gene expression in those regions (Park et al., 2017; Villeponteau, 1997). This heterochromatin loss with age, a hallmark of aging occurring in species ranging from yeast to humans (Haithcock et al., 2005; Larson et al., 2012; Tsurumi & Li, 2012; Villeponteau, 1997), makes the genome unstable, and this genome instability is furthered by the increased expression and transposition of a variety of retroelements (Pal & Tyler, 2016). Sedivy et al. proposed an “aging‐by‐transposition” model, in which the retroelements and their transposases are the primary causes of structural dysregulation in the genome to manifest the aging phenotypes (Sedivy et al., 2013). It is notable that retroelement expression and transposition are also associated with cancer development (Kang, 2018; Lee et al., 2012) and neurodegenerative diseases (Reilly, Faulkner, Dubnau, Ponomarev, & Gage, 2013; Tan et al., 2012).

With some exceptions, aging in mammals is more commonly associated with CpG hypomethylation, particularly at repeats (Bjornsson et al., 2008; Bollati et al., 2009; Bormann et al., 2016; Horvath, 2013; Jintaridth & Mutirangura, 2010). Since the loss of DNA methylation at genomic repeats will intensify the risk of transposition, it may be, at least partly, causally related to the loss of heterochromatin during aging. However, the age‐associated methylomic changes at genomic repeats have not been extensively studied. In the present study, we analyzed the methylomes of aged skeletal muscle tissues with a keen interest in retroelement sequences; our aim was to evaluate the epigenetic stability during skeletal muscle aging. We used methyl‐CpG‐binding domain (MBD)‐based capture sequencing, which is relevant to look into whole genomic repeats and other nongenic chromosomal regions that have never been explored before in conjunction with skeletal muscle aging. We observed that most retroelement copies, particularly those large‐sized copies (>5 kb), were evidently demethylated in the skeletal muscles of superaged mice, and the clustering analysis uncovered two contrasting patterns of DNA methylation shifts within the related genomic repeats. We consider these global, age‐related methylation changes to be one of the epigenomic characteristics of skeletal muscle aging.

## 2 RESULTS

### 2.1 Statistics of MBD capture sequencing

We examined the epigenetic stability of skeletal muscle DNA during aging. The genomic DNA was extracted from the skeletal muscles of 2‐month‐old (young, 2 m), 20‐month‐old (aged, 20 m), and 28‐month‐old (superaged, 28 m; *n* = 3 each group) mice. With the genomic DNAs pooled by age, the MBD‐based capture was performed to enrich methylated DNA fragments. 

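Before capture, the hindlimb muscle DNA of 3 female C57BL/6J mice was combined for each age, so each age was measured as 1 pool. Sheared fragments were bound by the methyl-CpG-binding domain of MBD2 on beads, which retains fragments that carry methylated CpGs, and the captured fragments were amplified by PCR and sequenced in pairs. The authors aligned the reads to the mouse genome (mm10, GRCm38) with Bowtie2, counted them in 500-bp bins and divided the counts of each library by a DESeq2 size factor. All values of the deposited table (100%) were whole multiples of 1 step per library, which gave back the reads behind them. The muscle libraries held 135321218 reads on bins at 2 months, 135254786 at 20 months and 141889499 at 28 months. For the same ages, the paper's Table S1 lists 61713700, 61385425 and 63437228 read pairs, and gives 38.98, 37.35 and 23.82% as the shares that aligned more than once. Of the 5128560 bins in the table, 5119218 had a read in at least 1 muscle library and were used here. The median bin held 8 reads in 2-m muscle, 10 in 20-m muscle and 21 in 28-m muscle. Levels were compared as log2 of the normalized count plus 1. Since each age was 1 pool, mice could not be compared with each other and no test between ages was made. The SD given beside a value is the spread over the autosomes and X, which is not a spread between mice. The table's muscle columns name an age and not a round of capture, and the repeated capture of the same pools was not analysed here.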

Using the resulting DNA fragments, we performed high‐throughput Illumina sequencing and obtained 62 million reads per age group on average, and the alignment efficiency rates ranged from 95.6% to 97.4% (Table S1). The average GC content of the reads was ~65% in all groups (data not shown). This high GC content indicates the successful enrichment of methylated DNAs during MBD capture. 

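The table holds counts per bin, so GC content was computed for the bins in which the reads fell and not for the reads themselves. Weighted by reads, it was 42.6% in 2-m muscle, 42.4% in 20-m muscle and 42.6% in 28-m muscle. The mean over all bins in the table was 41.8%.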

The T‐cell MBD‐seq data, which were included for comparison, showed similar features. 

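The T cells were taken from spleens by magnetic sorting, and their libraries were counted and scaled in the same table as the muscle libraries. They held 196263907 reads on bins at 2 months, 200456498 at 20 months and 188758989 at 28 months. The paper's Table S1 lists 89668409, 91806320 and 86268337 read pairs for them, of which 58.7, 62.6 and 61.7% aligned more than once. A T-cell read fell in 4581206 bins, and the median of these bins held 8, 6 and 5 reads in order of age. The read-weighted GC content of the bins was 40.5% at 2 months, 40.2% at 20 months and 40.5% at 28 months. Each age was again 1 library, without replicates.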

T cells were chosen because they are implicated in chronic inflammation, which is known as the most important contributor to sarcopenia (Coelho Junior et al., 2016; Wilson, Jackson, Sapey, & Lord, 2017), a muscle disease (muscle failure) rooted in adverse muscle changes that accrue across a lifetime (Cruz‐Jentoft et al., 2019).

### 2.2 A perturbation in the methylomic structures of superaged skeletal muscle DNA

Box plots show the distributions of the read counts in 500‐bp bins and reveal that there are increased mean methylation levels and decreased variance among the genomic regions in 28‐m muscle (Figure 1a). 

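Over all bins with a muscle read, the mean log2 value was 3.06 in 2-m muscle, 3.15 in 20-m muscle and 3.70 in 28-m muscle. Its variance over bins was 3.52, 3.18 and 1.19 in the same order. The difference of the means between 28 and 2 months was 0.64 (SD over chromosomes 0.0969, from 0.52 to 0.96). Rescaling each library to the same sum moved this difference most, to 1.02. On the linear scale the median normalized count rose from 7.28 to 8.42 and 13.4, whereas the mean normalized count fell from 24.0 to 22.2 and 17.7. The 1000 bins with most reads held 29.8, 27.7 and 11.2% of the reads in order of age. The fall of the mean thus rests in large part on few bins. Bins without a read made up 12.1% of the table in 2-m muscle, 10.3% in 20-m muscle and 0.64% in 28-m muscle. In T cells the mean log2 value was 3.17, 3.09 and 2.98 and the variance 3.82, 4.29 and 4.93 at the 3 ages.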

Histograms for the distribution of bins by fold‐change values between the age groups showed a shift to hypermethylation in the 28‐m muscle (Figure S1). 

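From 2 to 28 months, the normalized count plus 1 of 36.8% of muscle bins rose more than 2-fold and that of 7.66% fell more than 2-fold. The median log2 fold change was 0.55, and 66.8% of bins lay above 0. From 2 to 20 months, 14.4% of bins rose and 9.74% fell by more than 2-fold. From 20 to 28 months these shares were 31.9 and 5.17%, with a median log2 fold change of 0.41. In T cells more bins fell than rose in each comparison, with 14.5% up and 20.5% down at 20 against 2 months and 11.9% up and 24.1% down at 28 against 2 months. Bins with few reads cross a 2-fold difference by counting noise alone, so the shares include such bins.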

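A least-squares line was fitted over the bins with a muscle read to the log2 values of each pair of ages. The slope was 0.829 for 20-m on 2-m muscle (SD over chromosomes 0.00349), 0.457 for 28-m on 2-m muscle (SD 0.00535, from 0.445 to 0.461) and 0.494 for 28-m on 20-m muscle (SD 0.00728). The coefficients of determination were 0.759, 0.617 and 0.653. Counting noise lowers such a slope by itself. When the reads of the 2-m library were divided at random into 2 sets of equal depth, the slope of one set on the other was 0.879. The slope of 28-m on 2-m muscle moved most when only bins with a mean normalized count of at least 5 were kept, to 0.334.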

In the scatter plots comparing the methylation levels between the age groups, there was a perturbation in the methylomic structure as the slope of regression line was noticeably reduced in the matches of the 28‐m muscle versus the 2‐m or 20‐m muscle (Figure 1b). This change was not evident in T cells. 

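In T cells the slope was 0.905 for 20 on 2 months (SD over chromosomes 0.0218), 0.982 for 28 on 2 months (SD 0.0278) and 0.930 for 28 on 20 months (SD 0.0246). The coefficients of determination were 0.727, 0.745 and 0.753. The 2 random sets of the 2-m T-cell reads gave a slope of 0.877. With 1 library per age and tissue, the difference in slope between muscle and T cells was not tested.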

Figure 1c shows a representative genome browser view of a randomly chosen genomic region. 

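The region of Fig. 1c on chromosome 1 (GRCm38, 74540001 to 74670000) spans 260 bins. In each tissue, the 26 bins with the highest 2-m value were compared with the remaining 234. In muscle these 26 bins had a mean normalized count of 106 at 2 months, 84.5 at 20 months and 46.7 at 28 months, and all 26 were lower at 28 than at 2 months. Bins chosen for a high 2-m value fall in part by counting noise. The median of the remaining muscle bins rose from 10.0 to 10.9 and 14.7 normalized counts, and bins without a read numbered 24, 19 and 0. The mean of the remaining muscle bins did not rise, with 18.6, 16.5 and 16.9. In T cells the 26 highest bins had means of 117, 142 and 152, and the remaining bins medians of 10.2, 9.13 and 9.91. The means of the remaining T-cell bins were 18.6, 21.2 and 22.3. T-cell bins without a read numbered 34, 34 and 47. Across the bins, the log2 values of muscle and T cells correlated with a Pearson r of 0.877 at 2 months and 0.801 at 28 months. Bins of 1 library are not independent replicates, so no p is given for these correlations.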

Basically, both skeletal muscles and T cells possessed similar methylation profiles in all age groups, but notwithstanding the resemblance, the local events of the loss of methylation (LOM) and the gain of methylation (GOM) appeared only in the skeletal muscles of superaged mice.

**Figure 1:**
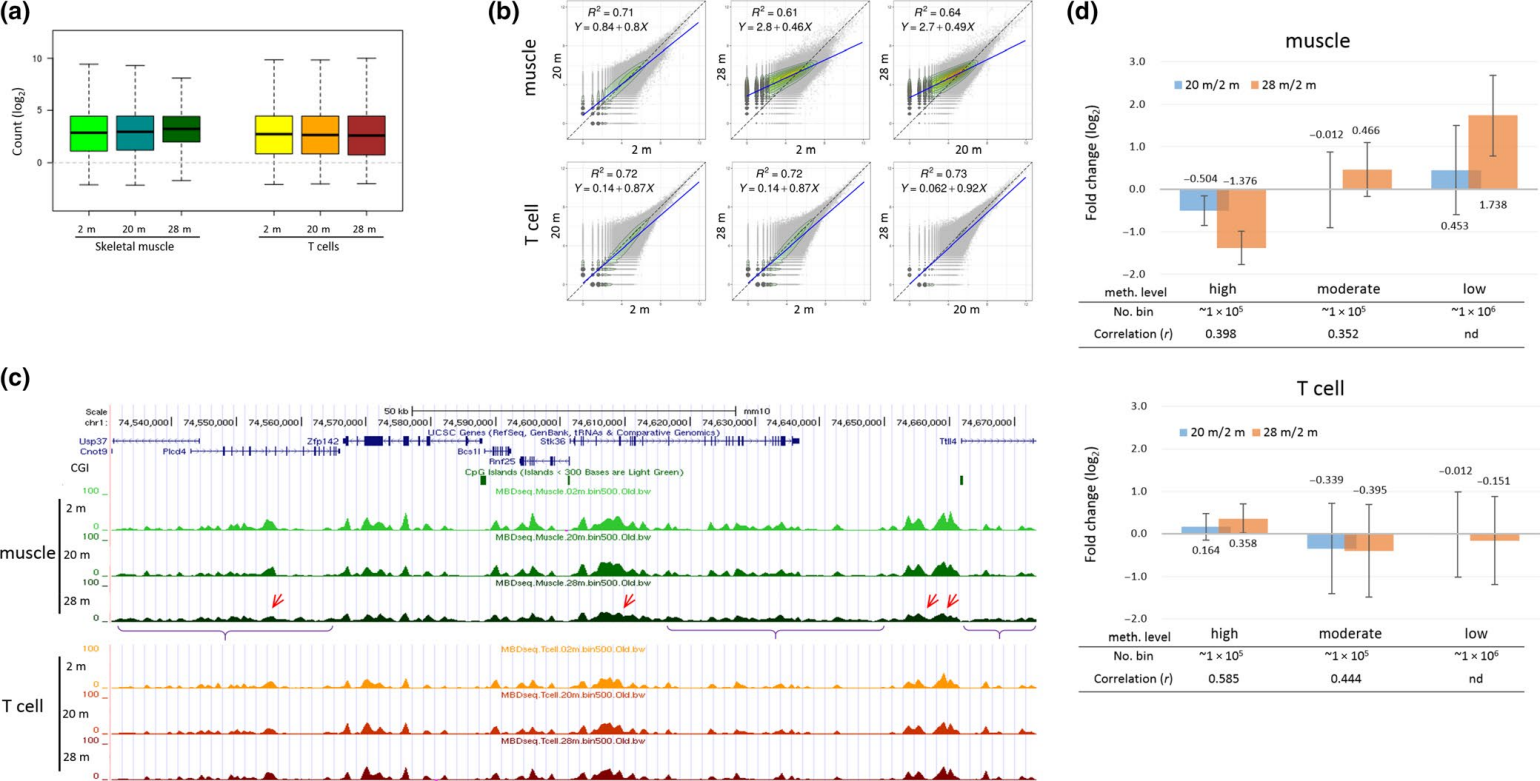
A bimodal pattern of change in global DNA methylation states during murine skeletal muscle aging. (a) Box plots showing distributions of read counts (log_2_ scale) in 500‐bp bins obtained by MBD capture sequencing of skeletal muscle and T cells in 2‐, 20‐, and 28‐month‐old mice (2, 20, and 28 m, respectively; *n* = 3 each). (b) DNA methylome correlations between age groups. Each *x*‐ and *y*‐axis indicates the read counts in log_2_ scale. Coefficient of determination (*R^2^*) and the equation for each linear regression line (blue) are denoted. (c) The browser view of DNA methylation of a randomly chosen genomic region (chr1:74,540,000–74,670,000) in mice of different ages. Arrows and brackets indicate the observed loci of demethylation (loss of methylation sites, LOM) and noisy methylation (gain of methylation sites, GOM), respectively, in the genome browser. Notably, CpG islands (CGIs) are devoid of methylation signals. (d) A bimodal pattern of methylation change during skeletal muscle aging. Fold changes on the log_2_ scale of methylation levels of 20‐m and 28‐m muscles relative to 2‐m muscle in top‐ranked high‐level methylation (*n* = 100,000), mid‐ranked moderate‐level methylation (*n* = 100,000; average read count ≅ 10), and bottom‐ranked low‐level methylation regions (*n* = 1,048,575) were calculated after sorting the genomic regions (bins) in 2‐m muscle by methylation level. Error bars: standard deviation. nd, not determined; *r*, Pearson's correlation

To measure the extent of the methylation shift during aging, we examined the genomic regions with methylation levels at all values: top‐ranked (high‐level methylation; ~1 × 10^5^ bins), bottom‐ranked (low‐level methylation; ~1 × 10^6^ bins), or intermediate (~10 read counts; ~1 × 10^5^ bins) after sorting the bins in 2‐m muscles by their methylation levels. The high‐methylation regions in the skeletal muscle showed an obvious LOM that was intensified with increasing age (*p* ~ 0, two‐sample *t* test; Figure 1d). Conversely, both the low and moderate methylation regions showed GOM. These alterations accelerated with age; in the high‐methylation regions, the rate of methylation reduction was approximately 0.07‐fold per month (1.38‐fold/20) up to the 20th month and was 0.093‐fold (~2.6/28) up to the 28th month (Figure 1d), indicating a steep rise of the reduction rate with age. 

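The 100000 muscle bins with the highest 2-m values held at least 93.7 normalized counts each. Their mean normalized count was 487 in 2-m muscle, 401 in 20-m muscle and 148 in 28-m muscle. The mean log2 fold change relative to 2 months was -0.50 at 20 months (SD over chromosomes 0.0190) and -1.36 at 28 months (SD 0.0382, from -1.48 to -1.29). At 20 months 94.6% of these bins were lower than at 2 months, and at 28 months 99.7%. Bins from 1 library per age are not replicates, so the t test over bins was not repeated. Because the bins were ranked by the same 2-m counts that enter the fold change, part of the fall comes from counting noise, which gave -0.09 between the 2 random sets of 2-m reads. Ranking the bins by 28-m muscle moved the 28-m value most, to -0.73. When they were ranked by 2-m T cells, whose counts do not enter the fold change, it was -1.17.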

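The 100000 moderate bins all had the same 2-m value of 10.0 normalized counts and were taken in file order from 103469 bins with that value. Their mean log2 fold change was -0.00015 at 20 months (SD over chromosomes 0.0167) and 0.44 at 28 months (SD 0.0219), when 80.5% of them were higher than at 2 months. At 20 months their mean normalized count was 11.6, 57.2% of them were higher, and the log2 fold change was 0.18 when bins were ranked by 2-m T cells and 0.19 when ranked by 28-m muscle. Between the 2 random sets of 2-m reads the moderate bins changed by -0.24. The 1048575 low bins held at most 1.82 normalized counts at 2 months, and 610290 of them had no 2-m read. Their mean log2 fold change was 0.72 at 20 months (SD 0.0809) and 2.12 at 28 months (SD 0.0916), with 58.2 and 97.3% of bins higher than at 2 months. The mean normalized count of the low bins rose from 0.452 to 1.92 and 6.00. Bins picked for few 2-m reads rise by counting noise, and between the 2 random sets of 2-m reads the low bins rose by 0.65. Ranked by 2-m T cells, the low bins changed by 0.09 at 20 months and 1.51 at 28 months. Ranked by 20-m muscle, an alternative chosen after seeing the data, they changed by -0.44 at 20 months and 1.47 at 28 months, so the direction at 20 months depends on the ranking. The gain at 28 months also appeared where no CpG lies in the bin or within 1 kb. In the 569 such bins the mean normalized count was 1.73 in 2-m, 1.46 in 20-m and 4.46 in 28-m muscle, a mean log2 fold change of 1.17 at 28 months, against -0.09 in T cells. In bins with 0 CpGs the median normalized count was 0.910, 0.842 and 3.82 at the 3 ages. In bins with 20 CpGs it was 86.4, 70.7 and 35.1.

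**Figure D1:**
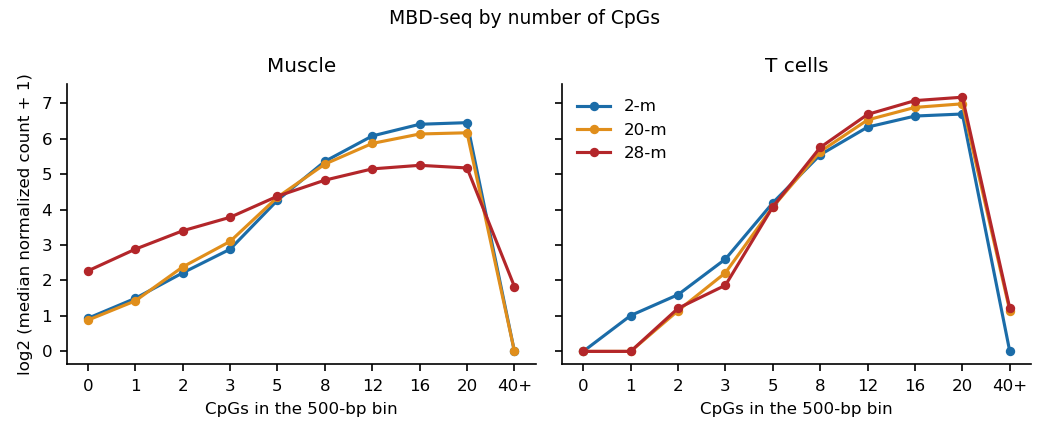
Median normalized count of 500-bp bins (vertical axis, log scale) against the number of CpGs in the bin (horizontal axis) in muscle and T cells, with 1 line per age. In muscle the line of 28 months lies above that of 2 months at 2 CpGs (9.56 against 3.64) and below it at 8 CpGs (27.4 against 40.0).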

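As folds, the mean log2 changes of the high-methylation bins correspond to 1.41 at 20 months and 2.56 at 28 months. Divided by the months of age as in the paper, they give 0.0706 and 0.0914 per month. Divided in this way, a fold of 1 is not a rate of 0, and the moderate bins, whose mean log2 change at 20 months was -0.00015, gave 0.0500 per month. The rise of the rate between the ages was not kept in every ranking. With bins ranked by 28-m muscle, which selects on the later value itself, the high-methylation bins gave 0.0605 per month at 20 months and 0.0593 at 28 months. Ranked by 2-m T cells, the high-methylation bins kept the rise, with mean log2 changes of -0.34 at 20 months and -1.17 at 28 months. Ranked by 20-m muscle, they kept it too, with -0.16 and -1.17. From the larger rate up to the 28th month, the paper concludes that the loss of methylation speeds up with age.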

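For the low-methylation bins of muscle, the mean log2 changes correspond to folds of 1.65 at 20 months and 4.36 at 28 months, or 0.0826 and 0.156 per month of age. With bins ranked by 2-m T cells, the rates were 0.0534 and 0.102 per month.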

A similar acceleration of the rate of methylation increase was observed in the low‐methylation regions (0.068‐ and 0.119‐fold, respectively). 

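In T cells the bins were ranked by their own 2-m values. The high bins changed by a mean log2 fold change of 0.16 at 20 months (SD over chromosomes 0.0290) and 0.36 at 28 months (SD 0.0948), and 73.0 and 86.1% of them were higher than at 2 months. The moderate bins changed by -0.41 (SD 0.0654) and -0.51 (SD 0.135). The low bins changed by 0.58 (SD 0.198) and 0.29 (SD 0.196). Between the 2 random sets of 2-m T-cell reads, moderate bins changed by -0.24 and low bins by 0.66, so counting noise alone can give such a rise of low bins. The direction of the moderate bins depended on the ranking. They changed by 0.08 at 20 months when ranked by 20 months and by 0.02 at 28 months when ranked by 28 months. With each library rescaled to the same sum, the high bins changed by -0.13 at 20 months and 0.03 at 28 months, so their direction at 20 months and the size of their rise at 28 months depended on the scaling. That sum rests largely on the 1000 bins with most reads, which held 55.8, 61.2 and 59.7% of T-cell reads in order of age. Rescaling without such bins was run for muscle only. The direction of the low bins depended on the ranking, since ranked by 2-m muscle they changed by -0.32 at 28 months. The difference between the tissues was not tested, with 1 library each.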

The T cells did not undergo such a clear change in the aged mice.

### 2.3 Two contrasting patterns of methylation drift among the members of each repeat family

Genomic repeats are known to commonly undergo demethylation during aging (Pal & Tyler, 2016), which is in contrast to our result of the overall increase in DNA methylation in the 28‐m skeletal muscle. We examined the methylation states of various genomic repeats, including endogenous retroviruses (ERVs; ERV1, ERVK, ERVL, and MaLR) and long and short interspersed nuclear elements (LINEs and SINEs). 

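The deposited table holds bins without repeat annotation, so copies of retroelements were located by the primer pairs that the paper prints for its expression assays. Both primers of a pair had to match the mm10 genome exactly within 1000 bp of each other. Of the 12 pairs, those of 4 subfamilies found at least 10 copies on the autosomes and X, and these were used before their counts were examined. They were RLTR4_MM-int of ERV1 with 49 copies, ETnERV3-int of ERVK with 22 copies, and L1Md_F2 and L1_Mus1 of LINE1 with 6942 and 4325 copies. The whole families of Fig. S2 were not analysed here. The 13612 bins of the copies had a mean normalized count of 13.7 in 2-m muscle, 15.6 in 20-m muscle and 18.3 in 28-m muscle. Their mean log2 fold change was 0.20 at 20 months (SD over bins 0.842) and 0.74 at 28 months (SD over bins 0.962). Rescaling each library to the same sum moved the latter most, to 1.14. Bins without a copy, matched for the number of CpGs and the 2-m level, changed by 0.48 at 28 months. Such bins lay away from the primer matches and may hold other retroelements. By subfamily, the log2 fold changes at 28 months were 0.77 for L1Md_F2, 0.72 for L1_Mus1 and 0.56 for ETnERV3-int. The bins of RLTR4_MM-int went the other way, with 0.17 at 20 months and -0.94 at 28 months, when 96.8% of them were lower than at 2 months. Bins without a copy, matched to 58 of them, changed by -1.34 at 28 months. Bowtie2 places a read that matches several copies equally well on 1 of them, so the copies of a subfamily share reads and are not independent.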

We observed an age‐dependent increase in the DNA methylation levels in all of these repeat families (Figure S2). Clustering by the *k*‐means algorithm (*k* = 2) classified the members in each repeat family into highly (cluster 1) and weakly (cluster 2) methylated copies (Figure 2). We found that the elements in cluster 2 of the 28‐m muscle were hypermethylated. More interestingly, in all repeat families in the muscle, the two clusters displayed an opposite pattern of methylation changes: an LOM in cluster 1 and a GOM in cluster 2. This contrasting change was especially prominent in the ERV1, ERVK, LINE1, and SINE B1, B2, and B4 sequences. On the other hand, the ERVL and ERVL‐MaLR sequences exhibited a GOM pattern only without a recognizable LOM, the significance of which is unknown at present. In contrast to the skeletal muscle tissues, the T cells stably maintained their methylation states in these genomic repeats regardless of age.

**Figure 2:**
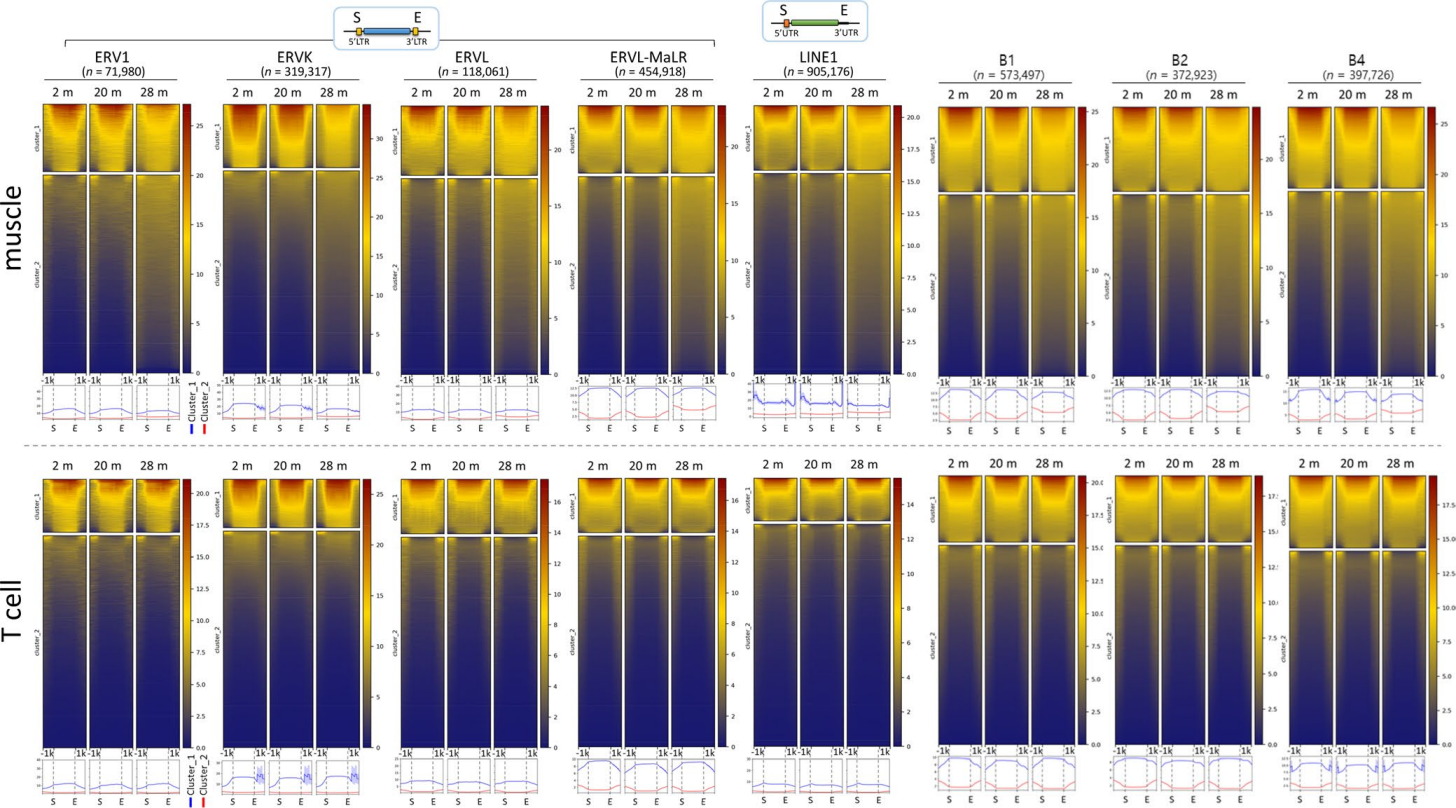
Age‐associated changes in global DNA methylation in retroelements and single‐copy sequences. Heatmaps of DNA methylation densities are shown within the start (S) and the end (E) sites of various retroelement families. Each group was subdivided by methylation level into two unsupervised clusters—cluster 1 (higher methylation) and cluster 2 (lower methylation)—and the mean methylation levels of the two clusters (blue and red lines, respectively) were examined separately, as shown in the graphs at the bottom. The numbers (n) of the members of each group are indicated. Schematic structures of ERVs and LINE1s are presented above

### 2.4 A sharp demethylation of large retroelements in skeletal muscle

Since the retroelement copies in the ERV and LINE1 families are present in diverse sizes (ranging from tens to thousands of base pairs) across the genome, we interrogated the length distribution of the retroelements across the genome. The sizes of the full‐length ERVs (except ERVL‐MaLR) and LINE1 vary and are approximately 5–7 kb on average (Crichton, Dunican, Maclennan, Meehan, & Adams, 2014). However, the majority of LINE1 and ERV elements in the genome are shorter than 1 kb (Figure 3a), indicating that the short copies were predominant in the methylation heatmap shown in Figure 2 and Figure S2. This finding prompted us to reanalyze those retroelements by size and to search for a size‐dependent manifestation of demethylation in relation to the functionality of large retroelements. We subdivided the genomic copies of each retroelement family into three groups as follows: those >1, >3, and >5 kb. As illustrated in Figure 3b–f, unique methylation patterns were unearthed in the methylation heatmaps of large retroelement fractions, with alternating peaks and valleys of DNA methylation along the retroelement bodies, particularly around the start and end loci. Furthermore, we observed that these sharp methylation patterns became dull and blunt in 28‐m skeletal muscle by LOM, unambiguously in cluster 1 of the ERV1, ERVK, and LINE1 families and moderately in ERVLs. In contrast, cluster 2 of ERVL and LINE1s showed GOM. 

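Around the primer sites of the same 4 subfamilies, bins were averaged by their distance from the site along the copy. The peak was taken as the distance with the highest mean in 2-m muscle, which selects for a high 2-m value. The copies were not selected by size. For L1Md_F2 the peak lay 2.0 kb from the site, where 6938 bins had a mean normalized count of 70.1 in 2-m, 61.7 in 20-m and 31.5 in 28-m muscle, and the mean log2 fold change at 28 months was -0.74. At -0.5 kb from the L1Md_F2 site, between peaks, the means were 10.0, 12.1 and 14.8. The RLTR4_MM-int peak had means of 129, 100.1 and 49.2 and a log2 fold change of -1.34. The ETnERV3-int peak had means of 60.2, 65.2 and 37.7 and a log2 fold change of -0.44. At the lower peak of L1_Mus1 the mean fell from 21.6 to 16.0 by 28 months while the mean log2 fold change was 0.89. Over the peaks of all 4 subfamilies, the log2 fold change differed by -0.03 from that of matched bins without a copy. Those matched bins were not screened for other retroelements. In the closest comparison with Fig. 3, 26193 high-methylation bins that consist mostly of repeats changed by -1.45 and matched bins with few repeats by -1.35.

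**Figure D2:**
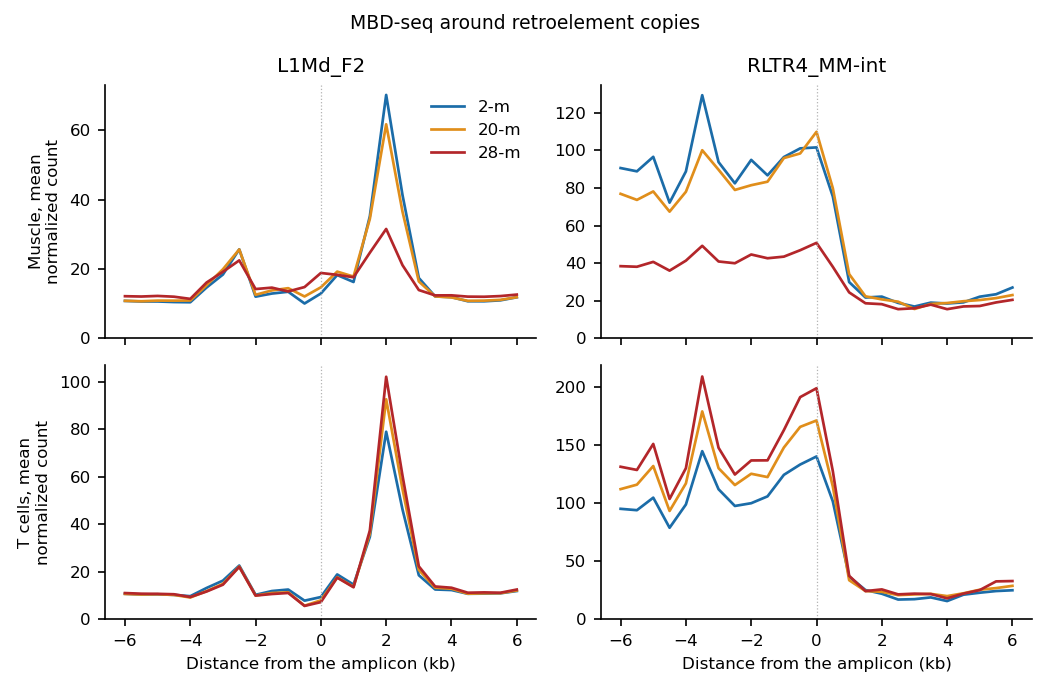
Mean normalized count per bin (vertical axes) against the distance from the primer site in kb (horizontal axes) for retroelement subfamilies including L1Md_F2 and RLTR4_MM-int, in muscle and in T cells, with 1 line per age. At the L1Md_F2 peak in muscle the mean is 70.1 at 2 months and 31.5 at 28 months, and in T cells 79 and 102.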

ERVL‐MaLR copies displayed GOM events only. Some LINE1 families including L1Md_A, L1Md_Gf, and L1Md_Tf are evolutionarily active and capable of independent mobilization with full‐length transcripts (Hardies et al., 2000; Sookdeo, Hepp, McClure, & Boissinot, 2013). When we inspected age‐related methylation dynamics in these three LINE1 families, we found that both the initial methylation level and the degree of LOM were far more prominent in these families than the rest LINE1s (Figure 3g, see also Figure S3). It raises a possibility that the age‐associated LINE1 demethylation can practically affect the genome stability in skeletal muscle through expression and transposition. We confirmed the age‐related demethylation at these retroelement loci in an independent MBD‐seq analysis (Figure S4). T cells exhibited the same methylation patterns, which suggests the preservation of the methylation patterns of retroelement families across the cell types, although T cells did not show any recognizable changes in their DNA methylation in superaged mice (Figure S5); these results agree with previous results that LINE1 methylation did not vary with age in human blood samples (Bollati et al., 2009; Talens et al., 2012).

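Over the 13612 bins of the copies found by the primers, the mean log2 fold change in T cells was -0.26 at 20 months and -0.44 at 28 months. At the peaks the T-cell means rose with age. The L1Md_F2 peak had a mean normalized count of 79 at 2 months, 92.7 at 20 months and 102 at 28 months. The RLTR4_MM-int peak had 144, 179 and 209, the ETnERV3-int peak 93.3, 110.3 and 122, and the L1_Mus1 peak 31.1, 37 and 37.4. At the L1_Mus1 peak the mean log2 fold change in T cells at 28 months was -0.35, against the rise of the mean. The size of these rises depends on the scaling. High T-cell bins over the genome changed by 0.36 at 28 months as deposited and by 0.03 with each library rescaled to the same sum. Each age was 1 library, and the difference from muscle was not tested.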

**Figure 3:**
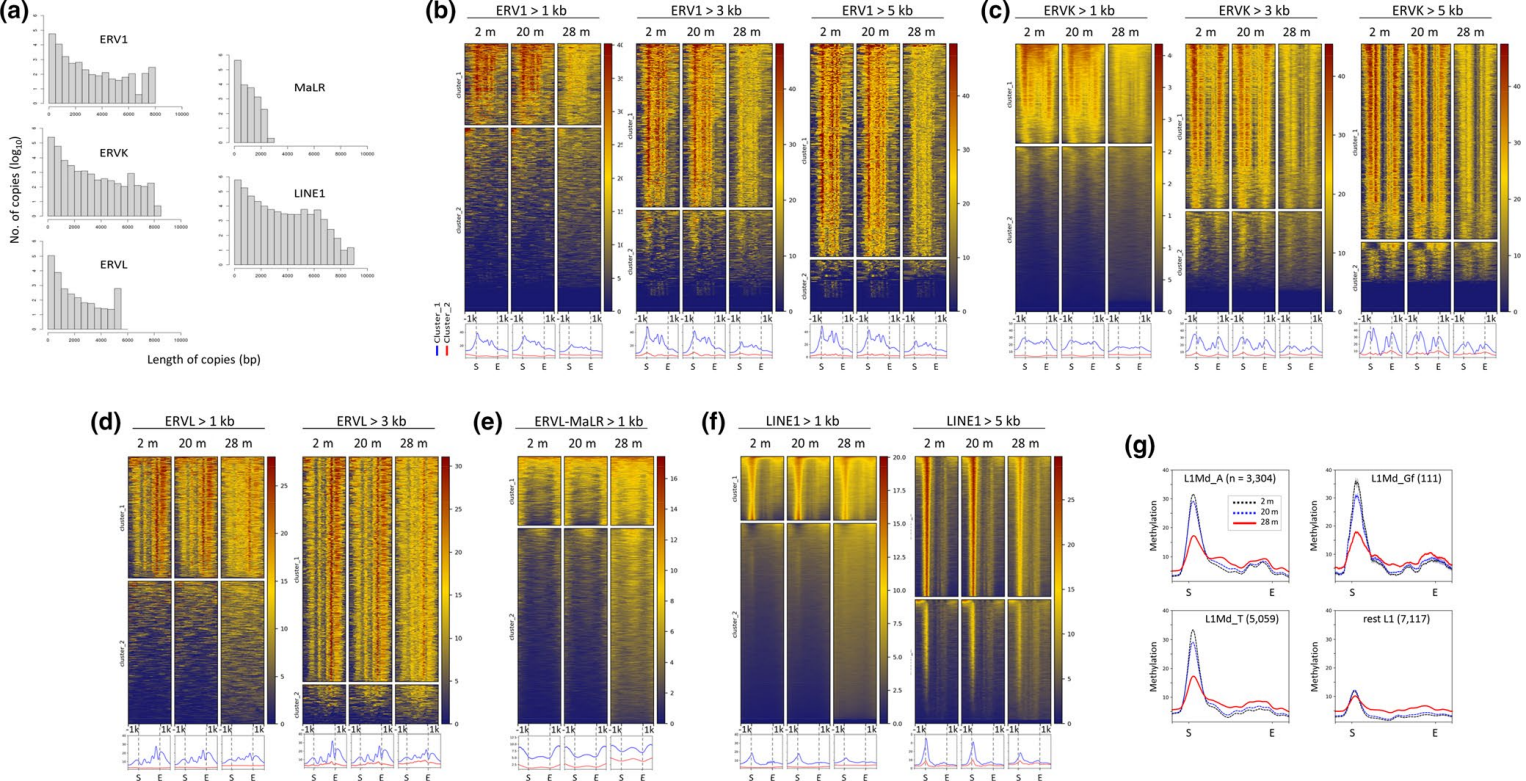
Global demethylation in large‐sized retroelements in the skeletal muscle of superaged mice. (a) Length distribution (in base pairs) of retroelement copies in each family. (b–f) Heatmaps of DNA methylation densities of ERV1 (b), ERVK (c), ERVL (d), ERVL‐MaLR (e), and LINE1 (f). Genomic copies of each retroelement family were subdivided by length into >1, >3, and >5 kb groups. Because of their shortness (<2.0 kb), MaLR family members only >1.0 kb in length were examined. Graphs at the bottom show the mean methylation levels of the two clusters (the blue line for cluster 1 and red line for cluster 2) separately. (g) The mean methylation levels of the evolutionarily active LINE1 families (L1Md_A, L1Md_Gf, and L1Md_T; >5 kb in size) and the rest of the LINE1 families (rest L1) in skeletal muscles of 2m (black), 20m (blue), and 28m (red) mice. The number of the members of each family is indicated in the parenthesis

The heatmap of DNA methylation demonstrated that the retroelements had distinct methylation patterns of their own: Methylation peaks were found to be (a) strong in the 5′ long terminal repeat (LTR) and weak at the 3′ LTR in ERV1s; (b) weak at the 5′ LTR and strong at the 3′ LTR in ERVLs; (c) strong at both ends in ERVKs with the 5′ peak usually the stronger; and (d) as single distinguished peaks in the 5′ untranslated region (UTR) in LINE1s. To test whether these unique methylation patterns indeed manifested themselves from individual copies of retroelements, we extracted only the large LINE1 (>5.0 kb) and ERV (>3.0 kb) copies from the repeatMasker (mm10) track and uploaded them to the UCSC Genome Browser. The Genome Browser view in Figure 4a proved that the respective retroelements faithfully followed the specific patterns of their own families identified in the heatmap profiles with the peak heights lower in the 28‐m muscles than the peak heights in the younger muscles. 

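Within each view of Fig. 4a on chromosome 1 (GRCm38), a stretch between printed axis marks was used, from 178000001 to 178200000 and from 10750001 to 10950000, with 399 and 398 bins. The views extend beyond these stretches. In each the 39 bins with the highest 2-m value were taken as the peaks. They were chosen without repeat annotation and need not lie in retroelements. In the first stretch their mean normalized count was 101 in 2-m, 82.9 in 20-m and 39.4 in 28-m muscle, with 33 of the 39 lower at 20 months and all 39 lower at 28 months than at 2 months. The mean log2 fold change was -0.27 at 20 months and -1.33 at 28 months. The remaining 360 bins had means of 11.8, 12.3 and 13.7. In the second stretch the 39 highest bins had means of 70.9, 55.4 and 31.8 and log2 fold changes of -0.35 and -1.07, with 33 and 39 of them lower. The remaining 359 bins had means of 7.09, 7.72 and 10.3.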

The T cells manifested the same methylation patterns across the retroelements, but an age‐associated change in DNA methylation was not observed (Figure S6). 

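In T cells the 39 highest bins of the first stretch had a mean normalized count of 102 at 2 months, 131 at 20 months and 138 at 28 months, and the remaining bins had means of 11.2, 11.3 and 10.6. In the second stretch the highest bins had means of 67.9, 77.8 and 86 and the remaining bins means of 5.56, 4.80 and 4.78. The size of such a rise depends on the scaling, since high T-cell bins over the genome changed by 0.36 at 28 months as deposited and by 0.03 with each library rescaled to the same sum. The rise of the T-cell peaks was not tested, since each age was 1 library.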

Meanwhile, it was unlikely that the methylation peak simply mirrored the distribution of CpG sites along the retroelements because the CpG dinucleotides were relatively evenly dispersed within each retroelement (ERVK, ERVL, and LINE1; Figure 4b). One exception was the ERV1 family, in which the CpGs were the most abundant and biased to the 5′ half region, and this CpG distribution resembled the peak positions in the methylation profile of ERV1s.

**Figure 4:**
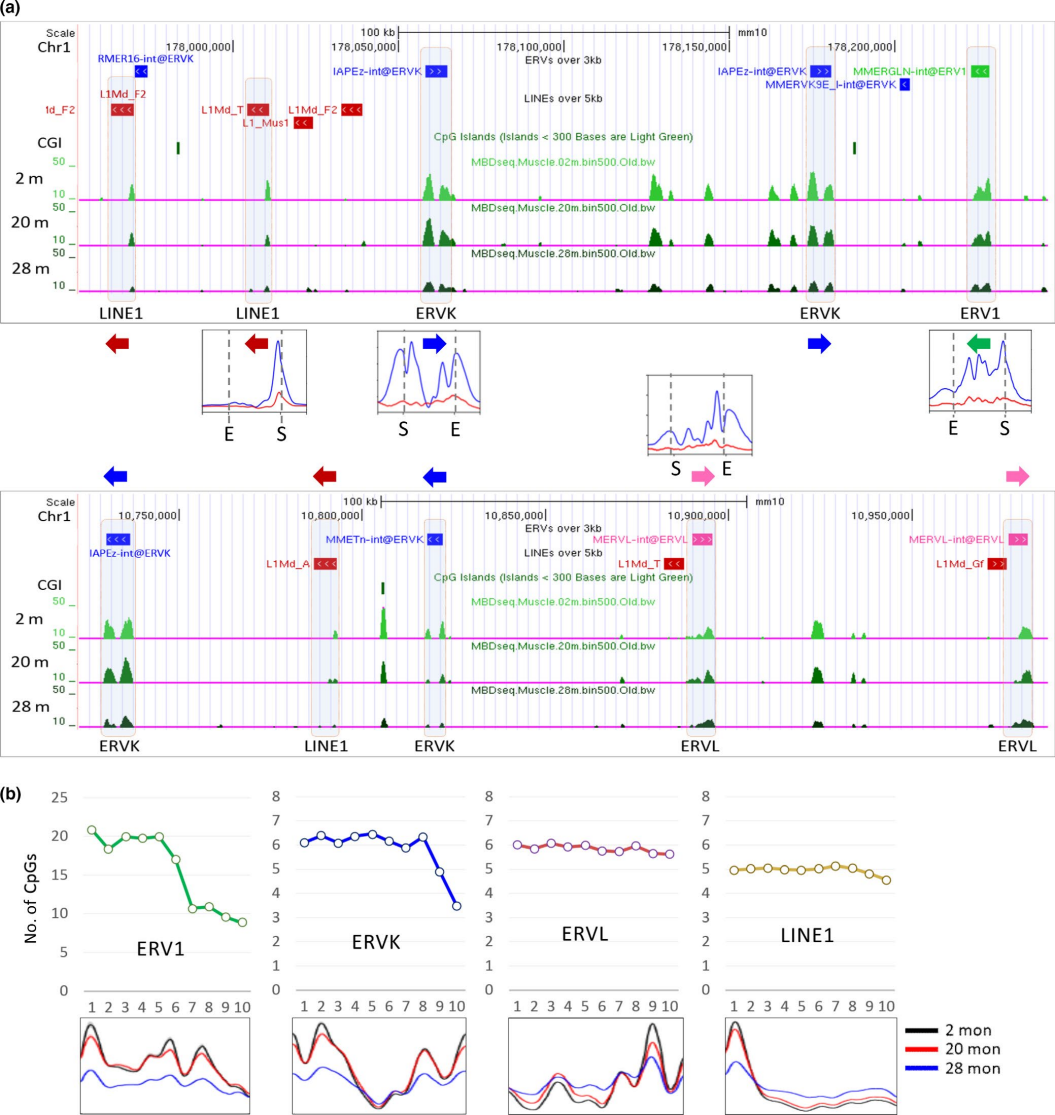
Specific methylation pattern in each retroelement family. (a) Distinctive patterns of DNA methylation among the various retroelement families. The genome browser shows only the large LINE1 (red boxes; >5.0 kb) and ERV copies (>3.0 kb; green for ERV1, blue for ERVK, and pink for ERVL) extracted from the repeatMasker (mm10) bed track. Arrows indicate the direction of transcription of the corresponding retroelements. The peak profiles of DNA methylation are borrowed from the results in Figure 2. (b) The relation of the observed methylation levels with the pattern of density of CpG dinucleotides within retroelements, which are subdivided into 10 equal parts

### 2.5 Two different phases of retroelement expression during skeletal muscle aging

Since DNA demethylation at large retroelement sequences is related to the transcriptional derepression of the retroelements in superaged muscles, we investigated the genome‐wide retroelement expression. To estimate the expression levels of the retroelements, RNA‐seq was performed with the same batches of muscle tissues that were used for the methylation analysis (Table S1). 

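Poly-A RNA of the hindlimb muscle of 3 mice per age was sequenced without pooling, which gave 9 libraries. The authors aligned the reads to mm10 with Hisat2, counted them on the refSeq genes with htseq-count and divided the counts by DESeq2 size factors. As in the table of bins, every value was a whole multiple of 1 step per library. Between 20203833 and 71115244 reads per library fell on the 23420 genes, with medians of 28371687 at 2 months, 30346890 at 20 months and 27903686 at 28 months. Another 37.9 to 47.7% of the counted reads stood in the summary lines of htseq-count for reads assigned to no gene. These include reads with more than 1 alignment, 20.5 to 22.3% of the reads counted, so genes with near-identical copies are counted in part. For the libraries numbered 3, the paper's Table S1 lists alignment rates of 94.56, 94.3 and 94.15% at 2, 20 and 28 months, against 88.22 to 90.17% for the others. The 13178 genes with a mean normalized count of at least 10 over the 9 libraries were tested with limma on log2 of the normalized count plus 1, in 1 model with age as the term and Benjamini-Hochberg adjustment over the genes. The retroelement counts were not analysed here.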

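Between 12831 and 13435 genes per library had at least 10 normalized counts, and the median over the tested genes lay between 466 and 477. The 10 genes with most reads took 29.6 to 48.4% of the counts on genes. In a principal component analysis of the 500 most variable genes, the first component held 42.1% of the variance and the second 16.7%. The 2-m libraries lay at -46.7, -18.3 and -22.3 on the first component. The 20-m libraries lay at 15.4, 14.1 and 9.07 and the 28-m libraries at 20.2, 15.3 and 13.2. The second component set 1 library apart, replicate 2 at 28 months, at -37.2.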

The count distributions and the total numbers of genes expressed were similar among the samples, and principal component analysis separated the samples into groups of old and young skeletal muscles (Figure S7). To test the pertinence of the RNA‐seq data, we examined *Myh7*, the gene of type 1 (slow‐twitch) muscle fibers that is well known for its elevated expression in aged muscle (Ohlendieck, 2011); we also examined *Tnni1, Myl12a, Myom1, Myh6*, and *Actn2*, which are coexpressed with *Myh7* (STRING; https://string-db.org). Indeed, they were all significantly overrepresented in aged (20 m and 28 m) muscles (Figure S8a). In contrast, the gene expression levels of *Myh4*, type 2B (fast‐twitch) muscle fiber, and the coexpression genes, such as *Tnni2* and *Calm2*, were not different among the age groups (Figure S8b). 

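In normalized counts, Myh7 (chromosome 14, 54970684 to 54994626, GRCm38) had 18625 ± 22757 (SD, n = 3 mice) in 2-m muscle, 86997 ± 23581 in 20-m muscle and 100291 ± 17238 in 28-m muscle. The young mice differed widely, with 2773, 44700.5 and 8400. The log2 fold change of the 6 old against the 3 young libraries was 3.18 (SE 0.587, adjusted p = 0.00264 from limma with Benjamini-Hochberg adjustment), and it stayed between 2.24 and 4.25 with each library left out in turn. Tnni1 (chromosome 1, 135783033 to 135810989) rose by 2.78 (SE 0.557, adjusted p = 0.00427 from the same test) and Myl12a (chromosome 17, 70993793 to 71002533) by 1.03 (SE 0.0887, adjusted p = 1.41e-05). For these 3 genes every old library lay above every young one (two-sided exact permutation test, p = 0.0119, the smallest p that 3 against 6 libraries allow). Actn2 (chromosome 13, 12269426 to 12340732) and Myom1 (chromosome 17, 71003332 to 71126856) had the same permutation p, with log2 fold changes of 1.03 (adjusted p = 0.00114) and 0.37 (adjusted p = 0.00982). Myom1 was not called without the filter on low counts (adjusted p = 0.0508), with each library rescaled to the same sum or with quantile normalization, and its adjusted p ranged up to 0.249 over the alternatives. Myh6 (chromosome 14, 54941921 to 54968017) had 169 ± 71.8, 290 ± 97.8 and 308 ± 54.6 normalized counts and a log2 fold change of 0.86 (adjusted p = 0.0274, exact permutation p = 0.0595). It lost its call without replicate 1 at 2 months (adjusted p = 0.144) and in the 3 fits without 2-m replicate 3, 28-m replicate 2 or 28-m replicate 3, and over the other alternatives its adjusted p ranged from 0.00712 to 0.0518. Myh6 and Myh7 are neighbouring paralogs, so reads that match both are missing from their counts.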

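Myh4 (chromosome 11, 67237812 to 67260447, GRCm38) had a log2 fold change of -0.14 in the 6 old against the 3 young libraries (SE 0.239, adjusted p = 0.711 from limma, two-sided exact permutation p = 0.405). Tnni2 (chromosome 7, 142441816 to 142444410) changed by -0.18 (adjusted p = 0.317, exact permutation p = 0.107). Calm2 (chromosome 17, 87433401 to 87446935) had 6558 ± 951 (SD, n = 3) normalized counts in 2-m muscle, 4701 ± 73.3 in 20-m muscle and 5847 ± 465 in 28-m muscle. Its log2 fold change in old muscle was -0.31 (SE 0.0855, adjusted p = 0.0214, exact permutation p = 0.0714). The fall lay between 2 and 20 months, with a log2 fold change of -0.47 (adjusted p = 0.00705). The call for Calm2 was lost without replicate 3 at 2 months (log2 fold change -0.20, adjusted p = 0.0990) and with each library rescaled to the same sum, and its adjusted p ranged from 0.00557 to 0.461 over the alternatives.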

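Myod1 (chromosome 7, 46376474 to 46379092, GRCm38) encodes a transcription factor of the muscle lineage. It had 1094 ± 85.1 (SD, n = 3) normalized counts in 2-m muscle, 627 ± 76.6 in 20-m muscle and 651 ± 54.0 in 28-m muscle. The log2 fold change of old against young muscle was -0.78 (SE 0.101, adjusted p = 2.41e-04 from limma), and every old library lay below every young one (two-sided exact permutation test, p = 0.0119). With each library left out in turn, it stayed between -0.84 and -0.72.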

Myod1, which plays a major role in muscle differentiation (Rudnicki et al., 1993), was significantly underrepresented in old muscles (Figure S8c), as was demonstrated in a previous study (Tamaki et al., 2000). Therefore, we concluded that our RNA‐seq data matched the known age‐related characteristics of skeletal muscle and were reliable for the age‐associated expression analysis of retroelements. For reference, the transcriptomic differences among the ages were highlighted by the fractions of differentially expressed genes (DEGs; fold change >2.0 and *p* < .05) in each age group (Figure S8d); by the number of DEGs detected, the transcriptomic difference was greater between the 2‐m and 20‐m muscles (*n* = 1,051) than it was between the 20‐m and 28‐m muscles (*n* = 348).

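At a fold change over 2 and an unadjusted p under 0.05 from limma, 681 genes differed between 2-m and 20-m muscle, 299 of them higher and 382 lower at 20 months. Between 20-m and 28-m muscle 172 genes differed, 122 higher and 50 lower at 28 months. Without the filter on low counts, the alternative that moved these numbers most upwards, they were 1122 and 367. Quantile normalization changed the share of higher genes from 43.9 to 56.1% at 20 against 2 months and from 70.9 to 54.3% at 28 against 20 months. The latter share was 81.7% without replicate 3 at 20 months and 60.7% without replicate 2 at 28 months. At an adjusted p under 0.05 and any fold change, 2181 genes differed between 2 and 20 months (1242 higher, 939 lower) and 50 between 20 and 28 months (28 higher, 22 lower). Without replicate 1 at 20 months these counts were 1081 and 14. Of the genes past the adjusted threshold at 28 against 20 months, 32.1% were higher without replicate 2 at 28 months, 40.0% without replicate 1 at 28 months and 46.4% with the replicate number as a block. An unadjusted p under 0.05 was found for 4153 and 1396 genes, where 658.9 are expected by chance. The libraries of the groups did not overlap for 36.0% of genes at 20 against 2 months and for 17.5% at 28 against 20 months, where chance gives 10%. Among genes past the adjusted threshold whose groups did not overlap, the largest rises by 20 months were those of Tmem132b (log2 fold change 6.06), Uts2d (at least 21.9-fold, since its 2-m libraries held 3 reads or fewer) and Tecrl. The largest falls were those of C130080G10Rik (at least 31.2-fold lower), Mpo and Col2a1. Mpo had 314, 26.4 and 4.33 normalized counts in the 2-m libraries and 0 in the others, and its call was lost in 5 of the 9 fits that left out 1 library, with an adjusted p of up to 0.181 without replicate 1 at 2 months and from 0.00942 to 0.0888 over the other alternatives. Col2a1 had 825, 31.7 and 97.5 normalized counts in the 2-m libraries. Replicate 1 at 2 months also had the most reads of marrow and bone genes. By 28 months against 20 months, Krt18 (log2 fold change 2.57), Rrad (2.16) and Gm12185 (2.12) rose most. The calls of these 3 genes were each lost in at least 5 of the 9 fits that left out 1 library, with adjusted p up to 0.239 and 0.265 for Krt18 and Gm12185 without replicate 3 at 28 months and up to 0.0905 for Rrad without replicate 2 at 28 months. Odf3l2 (log2 fold change -2.64, adjusted p = 1.58e-04), Prima1 (-1.94) and Ddit4 (-1.80, adjusted p = 7.13e-04) fell most, and the call for Prima1 was lost without replicate 1 (adjusted p = 0.0832) or replicate 3 at 20 months.

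**Figure D3:**
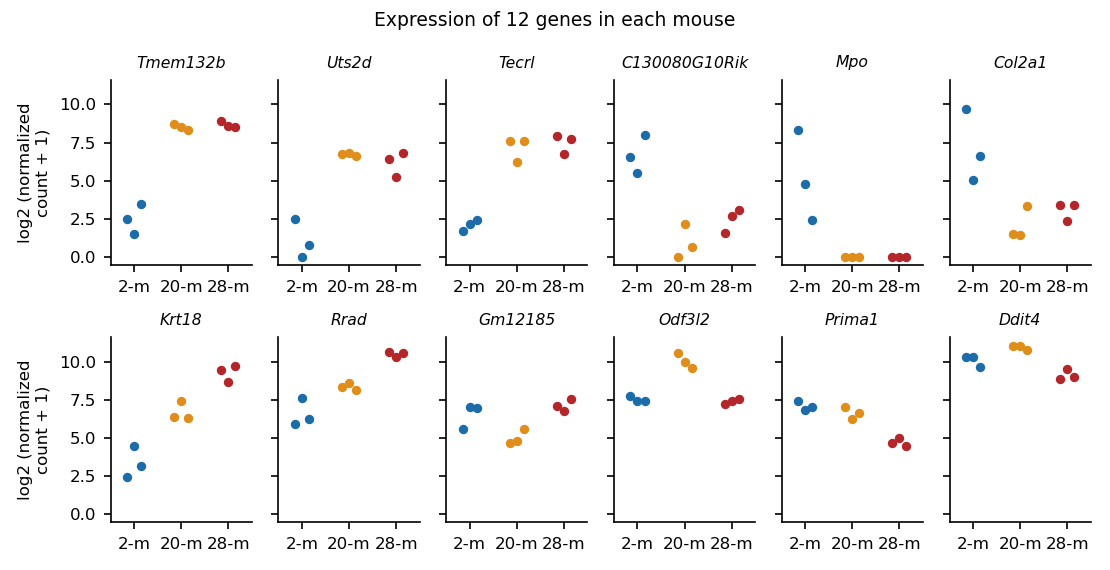
Normalized counts plus 1 (vertical axis, log scale) of the genes with the largest rises and falls between 2 and 20 months and between 20 and 28 months, with 1 point per library at each age. The 2-m points of Mpo lie at 314, 26.4 and 4.33 counts, apart from each other, while the 6 older libraries lie at 0.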

We examined the expression levels of retroelements, particularly those from the ERV1, ERVK, and LINE1 families, which showed obvious demethylation in superaged muscles. The differential expression analysis suggested that the retroelement expression markedly diminished in the 20‐m muscles compared to that in the young muscles (Figure 5a), and the reduced expression was more pronounced in the 28‐m muscles (Figure 5b). The same was true for large (>3 kb) copies of ERV1s, ERVKs, and LINE1s (Figure 5c,d); the expression levels of which were assessed by the number of reads uniquely mapped to the corresponding retroelement sequence in the genome using “hisat2.” When the expression levels of the ERV and LINE1 subfamilies were examined separately, most of them followed this fluctuating trend (Figure 5e). A similar result was obtained by using “SalmonTE” program, which measures the expression levels of transposable elements by family unit (Figure S9). We validated the expression of randomly chosen retroelements by quantitative real‐time PCR and indeed observed a similar trend in the retroelement expression levels in skeletal muscle with age (Figure S10). In summary, the results suggest that there are two stages of retroelement expression in skeletal muscles during aging: the global downregulation of retroelements in the early phase of aging and their derepression in the late phase of aging. The global increase in retroelement expression levels during the late phase of aging concurs with DNA demethylation at their loci in the skeletal muscles of superaged mice.

**Figure 5:**
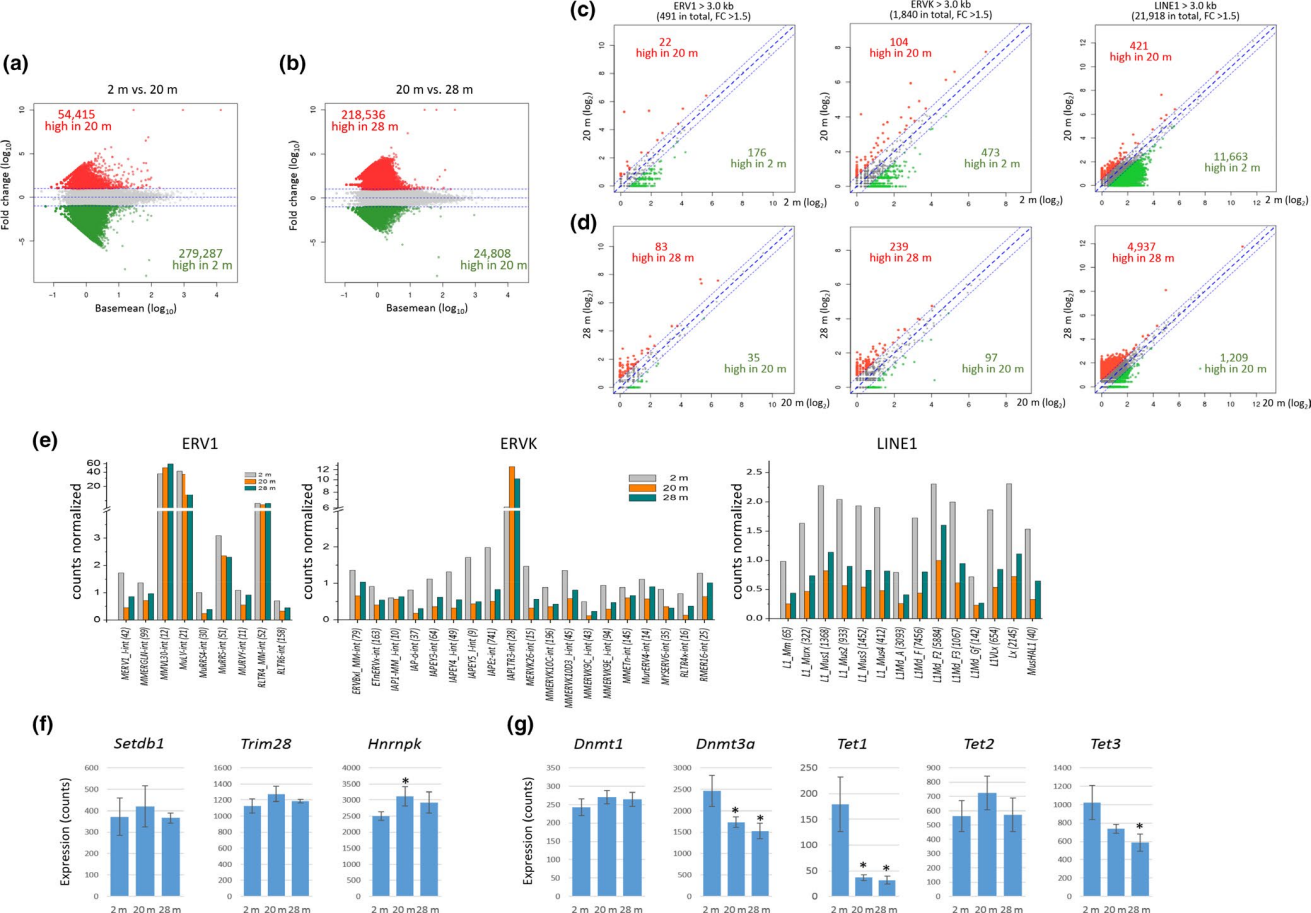
Changes in expression levels of retroelements during skeletal muscle aging. (a & b) MA plots for comparing the transcriptomes of whole retroelements between 2‐m and 20‐m muscles (a) or between 20‐m and 28‐m muscles (b). Transcriptome data were obtained through RNA‐seq with the skeletal muscles of the same mouse groups (2‐, 20‐, and 28‐month‐old female mice; *n* = 3 each group) as used in the methylation analysis, and as a result, ~26 million mapped reads (including multiple mapped reads) on average per sample with 91% mapping efficiency were obtained. The expression levels of retroelements were determined by employing the “repeatMasker” track downloaded from the UCSC Genome Browser. (c & d) Scatter plots for comparing the expression levels of large retroelements between 2‐m and 20‐m muscles (c) or between 20‐m and 28‐m muscles (d). In panels (a–d), the numbers of differentially expressed retroelements are indicated by different colors (green for younger samples and red for older ones). (e) Age‐associated changes in the transcript levels of various ERV1, ERVK, and LINE1 subfamilies. (f & g) Expression levels of genes involved in the repression of retroelements (f) and in the regulation of DNA methylation (g). Asterisks indicate significant differences (*p* < .05, Student's *t* test) from the levels in 2‐m muscles. Error bars: standard deviation

### 2.6 Expression patterns of the epi‐driver genes that potentially affect the epigenetic states of retroelements

To find the cause of the age‐associated fluctuation of retroelement expression, we analyzed the genes that are involved in the regulation of retroelements. Retroelement families are known to be repressed by the histone methyltransferase SETDB1 in cooperation with TRIM28 and HNRNPK (Matsui et al., 2010). 

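Setdb1 (chromosome 3, 95323525 to 95357202, GRCm38) had 629 ± 57.8 (SD, n = 3) normalized counts in 2-m muscle, 656 ± 53.7 in 20-m muscle and 580 ± 42.6 in 28-m muscle. Trim28 (chromosome 7, 13024152 to 13031032) had 1911 ± 106, 1997 ± 114 and 1888 ± 159, and Hnrnpk (chromosome 13, 58391132 to 58403343) had 4238 ± 50.1, 4875 ± 145 and 4633 ± 244. For Setdb1 and Trim28 the differences between ages were of the size of the SD between mice. The rise of Setdb1 by 20 months rested on replicate 2 at 2 months, without which the log2 fold change was -0.00087.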

As depicted in Figure 5f, the mean expression levels of the genes *Setdb1, Trim28*, and *Hnrnpk* also fluctuated in a pattern that was well matched to that of retroelement expression because they increased in the 20‐m muscles and then diminished in the 28‐m muscles. Nevertheless, the extent of the change in the respective genes was not very significant, except for Hnrnpk; this indicates that these genes may not be the cause of the fluctuation of the retroelement expression levels (see Discussion). 

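From 2 to 20 months, the log2 fold change was 0.06 for Setdb1 (adjusted p = 0.745 from limma), 0.06 for Trim28 (adjusted p = 0.658) and 0.20 for Hnrnpk (SE 0.0696, adjusted p = 0.0662). For Hnrnpk all 3 libraries of 20-m muscle lay above all 3 of 2-m muscle (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). Hnrnpk passed the adjusted threshold with the replicate number as a block (adjusted p = 0.0413), with a batch term for replicates 3, with DESeq2 and without replicate 2 at 28 months, and its adjusted p ranged from 0.0351 to 0.713 over the alternatives. From 20 to 28 months, the log2 fold changes were -0.18, -0.08 and -0.07 (adjusted p = 0.627, 0.790 and 0.759). From the small size of these changes, the paper proposes that the genes may not drive the fluctuation of retroelement expression.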

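Ehmt2, which encodes G9a (chromosome 17, 34898463 to 34914073, GRCm38), had 1501 ± 39.6 (SD, n = 3) normalized counts in 2-m muscle, 1705 ± 18.1 in 20-m muscle and 1738 ± 37 in 28-m muscle. The log2 fold change of the 6 old against the 3 young libraries was 0.20 (SE 0.0628, adjusted p = 0.0421 from limma, two-sided exact permutation p = 0.0119). This call was lost in 8 of the 9 fits that left out 1 library, with an adjusted p of up to 0.148 without replicate 1 at 2 months, and the adjusted p ranged from 0.0267 to 0.605 over the other alternatives. Ezh2 (chromosome 6, 47530274 to 47595270) had 219 ± 16.3, 160.0 ± 30.0 and 154 ± 12.1 normalized counts and a log2 fold change of -0.49 (SE 0.152, adjusted p = 0.0397, exact permutation p = 0.0119). It lost its call in 7 of the 9 fits, with an adjusted p of up to 0.124 without replicate 2 at 2 months, and over the other alternatives the adjusted p ranged from 0.0284 to 0.368. Ehmt1, which encodes GLP (chromosome 2, 24790769 to 24919643), changed by -0.10 (adjusted p = 0.570) and by 0.03 without replicate 2 at 2 months. Suv39h1 (chromosome X, 8061171 to 8074760) changed by 0.04 (adjusted p = 0.855) and by -0.01 without replicate 3 at 2 months. Suv39h2 (chromosome 2, 3455815 to 3474986) changed by -0.21 (adjusted p = 0.635).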

Other genes, such as *G9a‐Glp* (Maksakova et al., 2013), *Suv39h1* (Bulut‐Karslioglu et al., 2014)*,* and *Ezh2* (Leeb et al., 2010), whose products are also known to repress retroelements transcriptionally, were not expressed differently between the young and older muscles (data not shown). In addition, we examined the expression levels of genes that function in the establishment, maintenance, and modification/erasure of CpG methylation to test the possibility that the abrupt demethylation in the retroelements was associated with the perturbed expression in this group of genes. The RNA‐seq data indicated that DNMT1 and DNMT3A are the DNA methyltransferase enzymes that primarily function in skeletal muscles, while DNMT3B and DNMT3L were barely expressed. 

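Dnmt1 (chromosome 9, 20907206 to 20959888, GRCm38) had 413 ± 57.6 (SD, n = 3) normalized counts in 2-m muscle and Dnmt3a (chromosome 12, 3801559 to 3914443) had 4182 ± 668. Dnmt3b (chromosome 2, 153649411 to 153687730) had 16.5 ± 1.34 in 2-m muscle, 19.0 ± 8.35 in 20-m muscle and 32.0 ± 12.2 in 28-m muscle. Dnmt3l (chromosome 10, 78042287 to 78063622) was counted at 0, 1.76 and 0.722 in the 2-m libraries and at 0 in the 6 older ones, below the level at which genes were tested.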

Dnmt1 expression did not greatly change in aged muscles, whereas Dnmt3a expression significantly diminished (Figure 5g). 

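Dnmt1 had 424 ± 25.9 (SD, n = 3) normalized counts in 20-m muscle and 420 ± 6.39 in 28-m muscle. Its log2 fold change from 2 to 28 months was 0.03 (adjusted p = 0.889 from limma), and it was -0.05 without replicate 3 at 2 months. Dnmt3a fell to 2721 ± 292 normalized counts by 20 months and 2430 ± 284 by 28 months. The log2 fold change was -0.61 at 20 months (adjusted p = 0.00546) and -0.78 at 28 months (SE 0.123, adjusted p = 0.00136). All 3 libraries of 28-m muscle lay below all 3 of 2-m muscle (two-sided exact permutation test, p = 0.1, which 3 against 3 cannot go below).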

The reduced DNMT3A level in the skeletal muscles may be the cause of global demethylation, but it cannot account for the observed methylation noise (i.e. a small and random increase in DNA methylation) across the genome. In addition, in the ten‐eleven translocation (TET) protein family, which is the newest group of DNA methylation “editors” and retroelement regulators (de la Rica et al., 2016), *Tet1* and *Tet3* were significantly downregulated in the 28 m muscles; however, *Tet2* was stably expressed. 

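Tet1 (chromosome 10, 62804570 to 62887469, GRCm38) had 307 ± 101 (SD, n = 3) normalized counts in 2-m muscle, 57.4 ± 12.0 in 20-m muscle and 50.6 ± 13.1 in 28-m muscle. Its log2 fold change from 2 to 28 months was -2.55 (SE 0.304, adjusted p = 1.85e-04 from limma). Tet3 (chromosome 6, 83362373 to 83457208) had 1746 ± 384, 1160 ± 159 and 933 ± 158, with a log2 fold change of -0.89 at 28 months (SE 0.171, adjusted p = 0.00478) and -0.57 at 20 months (adjusted p = 0.0385). For Tet1 and Tet3 the two-sided exact permutation p at 28 against 2 months was 0.1, the smallest possible with 3 libraries each. Tet2 (chromosome 3, 133463677 to 133545136) had 961 ± 216, 1146 ± 259 and 907 ± 158, a log2 fold change of -0.07 at 28 months (adjusted p = 0.854). Its direction depended on single libraries, from -0.27 without replicate 3 to 0.04 without replicate 2 at 2 months.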

The connection of the reduced expression levels of the *Tet* genes with aging and DNA methylation changes in skeletal muscles is currently unknown (Tan & Shi, 2012).

## 3 DISCUSSION

We found that both the GOM (hypermethylation) and LOM (hypomethylation) events coexisted among the related members of each repeat family (ERV1, ERVK, LINE1, and SINE B1, B2, and B4) in superaged skeletal muscles (Figures 2 and 3). The discovery of the two contrasting patterns of methylation changes was attributed to the use of analytical tools, such as methylation‐based clustering and the size‐based fractionation of retroelement copies; this was believed because the analysis results with whole retroelement copies of each family produced just a simple one‐way change (Figure S2). This bidirectional pattern of methylation drift indicates that the age‐associated methylomic change may be driven by composite, antithetical forces instead of by a unidirectional flow of event (i.e., hypomethylation) that has been generally thought to sweep over the genomic repeats in aged cells. Following this “regression toward the mean” tendency of methylation drift, aging may tend to progressively reduce the preexisting methylation differences between genomic regions, the pattern of which had been established during muscle development and differentiation.

The gradual expansion of a disorder in the epigenomic structure leads to a perturbation of transcriptomic homeostasis and a steep rise of transcriptional noise; the latter is another landmark of aging and is a primary cause of variability in the gene expression between cells in an isogenic population (Enge et al., 2017). Supposing that DNA methylation is the primary mechanism regulating the transcription of genes in the corresponding regions, the LOM events in regions with heavy methylation may make the promoters more accessible to transcriptional activators, whereas the GOM events in the hypomethylated regions may make the promoters more and more occupied by repressors. This condition most likely results in a bimodal transcriptional drift, where the genes that are weakly expressed in the young animals are increasingly transcribed in older animals; in contrast, the genes that are highly expressed in the young animals are gradually downregulated with age (Min, Park, Jeon, et al., 2018). Our observation of age‐associated epigenetic drift therefore lends sound support to the bimodal transcriptional drift theory and is consistent with the general view that aging reflects a stochastic process of increasing disorder. Meanwhile, some studies observed only a weak correlation between DNA methylation (particularly at the promoters) and gene expression changes (Marttila et al., 2015; Slieker, Relton, Gaunt, Slagboom, & Heijmans, 2018; Steegenga et al., 2014). Notably, these studies used the Infinium 450K platform, which enables the identification of DNA methylation changes with a single CpG resolution (Bibikova et al., 2011). The base‐level sensitivity notwithstanding, it is unknown how well the selected few CpGs represent the surrounding cluster(s) of CpGs for the overall methylation state and whether the selection is grounded with an experimental basis (i.e., the connection with gene expression). Therefore, there is some difficulty directly linking the methylation of the selected CpGs to the expression of associated genes, and we assume that the difference between their studies and the present study lies in our approach to such a whole‐genome methylation analysis as MBD‐seq. As a drawback of the MBD‐seq method, it is semiquantitative in the sense that it does not yield direct estimates of CpG methylation levels. Thus, the previously suggested pipeline of methylome study (Aberg et al., 2012) looks relevant: MBD‐seq offers a first pass at global methylation analysis, and then, the identified genomic loci of interest are subject to a base‐level validation using technologies, such as pyrosequencing and targeted bisulfite PCR sequencing (TBP‐seq; Jeon, Min, Park, & Kang, 2017).

DNA methylation contributes to the transcriptional repression of retroelements, including the intracisternal A particles (IAPs) of the ERVK family. For example, IAP transcript levels are elevated 50‐ to 100‐fold in murine Dnmt1 knockout embryos, with a parallel demethylation of the IAP promoter (Walsh, Chaillet, & Bestor, 1998). Intracisternal A particles derepression occurs in stem cells of the male germline at undifferentiated stages when genome‐wide demethylation occurs. In addition, the induction of IAP expression occurs after treatment with demethylating agents, such as 5‐azacytidine (Hojman‐Montes de Oca et al., 1984). Retroelements, including Alu and LINE1s, were subject to derepression in cultured cells during senescence (De Cecco et al., 2013). As a possible mechanism for the derepression of retroelements, the authors of that study suggested the acquisition of a permissive chromatin state in senescent cells, which is likely related to a demethylation‐induced perturbation of the heterochromatin structure at retroelement loci (Sedivy, Banumathy, & Adams, 2008), as we have demonstrated in this study. Based on these precedent findings, the derepression of various retroelements could be predictable in superaged skeletal muscle, as we observed demethylation at various retroelements (Figure 3). In reality, the global demethylation event temporally coincides with an increase in the expression of retroelements, including the IAP sequences in skeletal muscles, as the mice advance in age from 20 to 28 months (Figure 5). Recent papers show that LINE1 expressions increase with age in mouse skeletal muscle (De Cecco et al., 2019; Simon et al., 2019), and our result on the age‐associated demethylation of LINE1, especially of those evolutionarily active LINE1 families (Figure 3g), now provides a mechanistic link with these observed increase in LINE1 expression. Meanwhile, the accumulation of retroelement‐derived transcripts and their reverse‐transcribed products in skeletal muscles may trigger an innate immune response and chronic inflammation through inducing IFN‐α and IFN‐β gene expressions, as suggested before (Bourque et al., 2018; De Cecco et al., 2019; Kang, 2018; Simon et al., 2019).

Various retroelements were more repressed in the 20‐m skeletal muscle than they were in the 2‐m muscle; then, these retroelements became derepressed in superaged muscle (Figure 5e). The tighter repression of retroelements in the 20‐m skeletal muscle appears to be independent of DNA methylation because there was no apparent methylation change in the retroelements during that time. It would be interesting to determine by what mechanism the retroelements become even further repressed during early aging and what the significance/purpose is in it. In addition to DNA methylation, histone methylation contributes to the repression of genomic retroelements. Retroelements are controlled by histone H3 lysine 9 methylation (H3K9me) catalyzed by SETDB1 [see (Kang, 2018) and references therein], G9A/GLP (Maksakova et al., 2013), and SUV39H1 and SUV39H2 (Bulut‐Karslioglu et al., 2014), and/or by H3 lysine 27 methylation (H3K27me) performed by the PRC2 complex involving EZH2 (Leeb et al., 2010). However, a recent study (Min, Park, Jeon, et al., 2018) has suggested that the expression levels of epi‐driver genes encoding these histone‐modifying enzymes and other related epigenetic modifiers were relatively stable and had little change during skeletal muscle aging. One seemingly tiny, but nonetheless noticeable, change was that the expression levels of the genes encoding members of the well‐known KRAB–ZNF–TRIM28–SETDB1–HNRNPK complex, which represses retroelements, all consistently manifested a negative correlation with the retroelement expression levels (Figure 5f). The same was true for TET2, which was recently reported to silence retroelements by the post‐transcriptional destabilization of their transcripts (Guallar et al., 2018). In this regard, we speculate that although the changes in the expression of the respective genes cannot lead to a significant outcome, the sum of their small changes can make a visible difference in the transcript levels of retroelements.

Skeletal muscles are made of different types of muscle fibers, and the composition changes with age (Ohlendieck, 2011). Given that one of the major drivers of DNA methylation pattern is cell type, it could be that the altered methylation pattern in the superaged muscle reflects a change in the composition of muscle fiber types with age. We only know that the human type 1 slow‐twitch and type 2a fast‐twitch muscle fibers had similar levels and distributions of methylated CpGs at promoters and CGIs (Begue, Raue, Jemiolo, & Trappe, 2017). However, there is no information about whether the different muscle fibers undergo unique methylation changes in their own pattern with age. In this study, we noticed that the type 1 slow‐twitch muscle fiber genes, such as *Myh7, Tnni1, Myl12a, Myom1, Myh6*, and *Actn2*, which are expressed at higher levels in aged muscle (Ohlendieck, 2011), were increasingly expressed in the 20‐m and 28‐m muscles compared to their expression in the 2‐m muscles (seen in Figure S8). However, given no further difference between the 20‐m and 28‐m muscles, we hypothesize that the muscle fiber composition is not very different between the 20‐m and 28‐m muscles and, accordingly, that the distinct methylation pattern in superaged muscle is ascribable to the aging process itself, rather than to the age‐associated change in muscle composition. Nevertheless, we cannot completely exclude the possibility of age‐specific compositional changes in other types of muscle cells that can make differences in the DNA methylation patterns in aged skeletal muscles. 

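From 20 to 28 months, the log2 fold changes were 0.23 for Myh7 (adjusted p = 0.942 from limma), 0.23 for Tnni1 (adjusted p = 0.940), 0.27 for Myl12a (adjusted p = 0.366), -0.05 for Myom1, 0.13 for Myh6 and 0.14 for Actn2, and none passed the adjusted threshold. At an unadjusted p, only Myl12a lay under 0.05 (p = 0.0209 from limma), and its 28-m libraries all lay above its 20-m libraries (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Without replicate 2 at 20 months, the log2 fold change was 0.01 for Myh7, -0.01 for Tnni1 and -0.09 for Myh6. From the small differences between these ages, the paper proposes that the fibre composition of 20-m and 28-m muscle is much alike and that the methylation pattern of 28-m muscle comes from aging itself.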

If this were the case, we could tell that the regression to the mean tendency in skeletal muscles is rooted in the presence of the variety of cell types and that the lack of such a tendency in the MAX‐purified T cells appears to make sense.

The degree of DNA methylation in retroelements can affect the expression levels of the associated genes. A well‐known example is the agouti viable yellow (*A^vy^*) allele. The *A^vy^* allele contains an IAP insertion close to the transcription start site of the agouti gene, and its expression level inversely correlates with the CpG methylation state of the IAP sequence (Michaud et al., 1994). In *Arabidopsis thaliana*, the methylation status of intronic transposable elements was observed to correlate with lower transcription levels of the associated genes with TE insertions (Le, Miyazaki, Takuno, & Saze, 2015). In this study, we observed two categories of large retroelements: the heavily methylated copies being demethylated with aging and the other, poorly methylated copies (cluster 2), which constitute approximately 10%–30% in each retroelement family and naturally do not undergo a methylation change (Figure 3b–3f). Thus, those genes that are intimately associated with the former group of retroelements may be transcriptionally modulated after the demethylation of retroelements during aging. If so, these genes are considered age‐sensitive and can serve as marker genes for skeletal muscle aging.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 Isolation of splenic T cells and skeletal muscles

To obtain skeletal muscles and T cells, C57BL/6J female mice at 2 months (*n* = 3), 20 months (*n* = 3), and 28 months (*n* = 3) of ages were sacrificed, and their spleens and skeletal muscles in hindlimbs were surgically removed. Mice about 28 months of age, which correlates with humans ranging from 76 to 78 years of age, can be considered “very old” and generally show a 50% survivorship (The Jackson Laboratory; lifespan as a biomarker). For isolation of T cells, a spleen from each mouse was ground with frosted glass slides followed by a series of syringe homogenization as shrinking the needle sizes (from 18 to 27 gauges), and T cells were isolated by magnetic‐activated cell sorting (MACS; Pan T Cell Isolation Kit II, mouse; Miltenyi Biotec) as described elsewhere (Park et al., 2017). For skeletal muscles, the whole muscle tissues were completely frozen in liquid nitrogen, and they were ground to powder using a mortar and a pestle. The powdered tissues were further homogenized using a Biomasher II (DWK Life Sciences) in tissue lysis buffer (ATL buffer; Qiagen).

### 4.2 Construction of MBD‐seq libraries

Genomic DNAs (gDNAs) were extracted from the tissue samples using DNeasy Blood & Tissue Kit (Qiagen) according to the manufacturer's instruction. Genomic DNAs obtained from three mice of the same ages were pooled before sonication using Bioruptor Pico (Diagenode) and purified using with AMPure XP beads (Beckman) (Min, Park, & Kang, 2018). For preparation of MBD capture, 7 μl MBD‐Biotin proteins per sample from MethylMiner Methylated DNA Enrichment Kit (Thermo) was first incubated with 10 μl of precleared Dynabeads (Thermo) at RT for 1 hr. Methylated DNAs were captured by incubating 1 μg of sonicated gDNA fragments with MBD beads at 4°C for overnight. Beads were washed twice, and captured DNA fragments were eluted using 2 M NaCl and precipitated using ethanol. Enrichment of methylated DNA fragments was checked by PCR for control sets of methylated and nonmethylated DNAs (Thermo) that were premixed as spike‐ins. Using the enriched methylated DNA fragments, Illumina sequencing libraries were generated. All the captured DNAs were end‐repaired by reacting with T4 DNA polymerase (NEB), Klenow (NEB), and T4 polynucleotide kinase (NEB) in the presence of dNTP at 20°C for 2 hr, and then 3′‐end adenylated using Klenow fragment (NEB) at 30°C for 2 hr. Finally, the end‐repaired DNA fragments were ligated with NEBNext adapters (NEB) and were enriched by 18 cycles of PCR. The resulting libraries were subjected to Illumina sequencing with NEXTseq 500. To confirm the MBD‐seq result, we repeated the same experiment of MBD capture and sequencing using the same set of pooled gDNAs as in the first‐round MBD‐seq experiment.

### 4.3 RNA‐seq library construction

Three biological replicates for each age group were used in the RNA‐seq analysis. Thirty mg of the powdered muscle tissues in liquid nitrogen was homogenized and lysed with 200 μl of tissue isolation buffer (RTL) of RNeasy Plus Mini Kit (QIAGEN) in Biomasher II (DWK Life Sciences). Total RNAs were obtained from the same animals as used in the MBD‐seq analysis and treated with DNase I. Poly‐A tailed RNAs were isolated from 1 μg of total RNAs using Dynabeads mRNA DIRECT Kit (Thermo) and using First‐Strand Buffer (NEB) in the library construction kit, the captured RNAs were eluted. RNA‐seq libraries were constructed using NEBNext Ultra RNA Library Prep Kit for Illumina (NEB). Isolated poly‐A tailed RNAs were incubated at 94°C for 15 min for fragmentation. First‐strand cDNA was synthesized with fragmented RNAs using ProtoScript II Reverse Transcriptase, and their second strands were synthesized using Second‐Strand Synthesis Enzyme Mix in the kit before purification. After the end repair of the double‐stranded DNAs using NEBNext End Prep Enzyme Mix in the condition of 20°C for 30 m and 65°C for 30 m, the products were incubated with NEBNext Adaptor and Blunt/TA Ligase Master Mix (NEB) at 20°C for 15 m. The resulting ligates were enriched by 13 cycles of PCR using NEBNext Q5 Hot Start HiFi PCR Master Mix and index primers. Enriched RNA‐seq libraries were purified and sequenced using NextSeq 500 (Illumina).

### 4.4 Bioinformatic analyses of MBD‐seq and RNA‐seq results

Raw sequencing reads in both MBD‐seq and RNA‐seq were preprocessed to remove adapter sequences and low‐quality bases using “Trim_galor” (https://github.com/FelixKrueger/TrimGalore/archive/0.4.5.zip) with the default setting for paired‐end trimming. For analysis of MBD‐seq results, the trimmed reads were mapped on the mouse genome (mm10) using Bowtie2 with default options. MBD‐seq enrichment in FPKM over the genomic intervals was estimated using “bamCoverage” in deepTools. Read coverages over retroelements were calculated by “computeMatrix” with the repeat masker track from UCSC genome browser, and heatmaps and coverage plots were generated using the count matrix by “plotHeatmap” and “plotProfile,” respectively. The URL for the UCSC custom track is https://genome.ucsc.edu/cgi-bin/hgTracks?db=mm10&lastVirtModeType=default&lastVirtModeExtraState=&virtModeType=default&virtMode=0&nonVirtPosition=&position=chr1%3A128667231%2D132278505&hgsxml:id=702446709_DAKxzdnCB1ZHjs9MoLrHujtP6A0L. To identify the differentially methylated regions (DMRs), reads fell in 500 bases of genomic bins were counted using “makewindows” and “intersect” in bedtools (https://bedtools.readthedocs.io/en/latest/). The count data of individual samples were merged, and normalization and differential methylation analysis was performed using DESeq2.

For analysis of RNA‐seq results, the trimmed reads were aligned on the reference genome (mm10) using Hisat2 with “‐‐dta” option for splice junction mapping. For estimation of gene/retroelement expression, “refSeq” and “repeatMasker” tracks, respectively, were downloaded from UCSC genome browser in GTF, and based on the genomic coordination in GTF files, reads were counted using “htseq‐count” with “intersection‐strict” parameter. All count data were merged into one data table using a home‐brew bash script, and the raw count data were normalized and used for differential expression analysis with “DESeq2.” Genes or retroelements with fold change >2 and *p*‐value <.05 were considered differential expression. Bam files were converted to bigWig files for visualization on UCSC genome browser using “bamCoverage” in “deepTools.”

### 4.5 Validation—retroelement expression

Total RNAs were extracted from the muscle tissue of each age group as described above. Reverse transcription was performed by incubating 1 μg of DNase I‐pretreated RNA with Superscript III enzyme (Invitrogen), 20 μM oligo‐dT primers (Invitrogen), and 50 ng random hexamers (Invitrogen) at 50°C for 1 hr. Ten ng of the synthesized cDNAs was used for real‐time quantitative PCR (QuantStudio3 Real‐Time PCR system, ABI) with the specific primers for individual retroelement subfamilies (Table S1). The PCR was performed with a following program, 10 min of predenaturation at 95°C followed by 40 cycles of 95°C for 15 s, 55°C for 15 s, and 72°C for 1 m. Finally, relative expression levels of each retroelement against *Gapdh* were calculated using QuantStudio Design & Analysis Software (Thermo).

## CONFLICT OF INTEREST

The authors have no conflict of interest to declare.

## AUTHORS' CONTRIBUTION

BM conducted bioinformatic analyses and constructed MBD‐seq libraries. KJ constructed RNA‐seq libraries. JSP maintained and provided mice. YKK designed and supervised the study, performed bioinformatic analyses, and wrote the manuscript.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

## Data Availability

The data that support the findings of this study are openly available in Gene Expression Omnibus (GEO) with accession number of GSE123954.

## References

[acel13042-bib-0001] Aberg, K. A. , McClay, J. L. , Nerella, S. , Xie, L. Y. , Clark, S. L. , Hudson, A. D. , … van den Oord, E. J. (2012). MBD‐seq as a cost‐effective approach for methylome‐wide association studies: Demonstration in 1500 case–control samples. Epigenomics, 4, 605–621. 10.2217/epi.12.59 23244307PMC3923085

[acel13042-bib-0002] Begue, G. , Raue, U. , Jemiolo, B. , & Trappe, S. (2017). DNA methylation assessment from human slow‐ and fast‐twitch skeletal muscle fibers. Journal of Applied Physiology, 122(4), 952–967. 10.1152/japplphysiol.00867.2016 28057818PMC5407195

[acel13042-bib-0003] Bibikova, M. , Barnes, B. , Tsan, C. , Ho, V. , Klotzle, B. , Le, J. M. , … Shen, R. (2011). High density DNA methylation array with single CpG site resolution. Genomics, 98, 288–295. 10.1016/j.ygeno.2011.07.007 21839163

[acel13042-bib-0004] Bjornsson, H. T. , Sigurdsson, M. I. , Fallin, M. D. , Irizarry, R. A. , Aspelund, T. , Cui, H. , … Feinberg, A. P. (2008). Intra‐individual change over time in DNA methylation with familial clustering. JAMA, 299, 2877–2883. 10.1001/jama.299.24.2877 18577732PMC2581898

[acel13042-bib-0005] Bollati, V. , Schwartz, J. , Wright, R. , Litonjua, A. , Tarantini, L. , Suh, H. , … Baccarelli, A. (2009). Decline in genomic DNA methylation through aging in a cohort of elderly subjects. Mechanisms of Ageing and Development, 130, 234–239. 10.1016/j.mad.2008.12.003 19150625PMC2956267

[acel13042-bib-0006] Bormann, F. , Rodriguez‐Paredes, M. , Hagemann, S. , Manchanda, H. , Kristof, B. , Gutekunst, J. , … Lyko, F. (2016). Reduced DNA methylation patterning and transcriptional connectivity define human skin aging. Aging Cell, 15, 563–571. 10.1111/acel.12470 27004597PMC4854925

[acel13042-bib-0007] Bourque, G. , Burns, K. H. , Gehring, M. , Gorbunova, V. , Seluanov, A. , Hammell, M. , … Feschotte, C. (2018). Ten things you should know about transposable elements. Genome Biology, 19, 199 10.1186/s13059-018-1577-z 30454069PMC6240941

[acel13042-bib-0008] Brunk, B. P. , Goldhamer, D. J. , & Emerson, C. P. Jr (1996). Regulated demethylation of the myoD distal enhancer during skeletal myogenesis. Developmental Biology, 177, 490–503. 10.1006/dbio.1996.0180 8806826

[acel13042-bib-0009] Bulut‐Karslioglu, A. , De La Rosa‐Velazquez, I. A. , Ramirez, F. , Barenboim, M. , Onishi‐Seebacher, M. , Arand, J. , … Jenuwein, T. (2014). Suv39h‐dependent H3K9me3 marks intact retrotransposons and silences LINE elements in mouse embryonic stem cells. Molecular Cell, 55, 277–290. 10.1016/j.molcel.2014.05.029 24981170

[acel13042-bib-0010] Carrio, E. , & Suelves, M. (2015). DNA methylation dynamics in muscle development and disease. Frontiers in Aging Neuroscience, 7, 19 10.3389/fnagi.2015.00019 25798107PMC4350440

[acel13042-bib-0011] Coelho Junior, H. J. , Gambassi, B. B. , Diniz, T. A. , Fernandes, I. M. , Caperuto, E. C. , Uchida, M. C. , … Rodrigues, B. (2016). Inflammatory mechanisms associated with skeletal muscle sequelae after stroke: Role of physical exercise. Mediators of Inflammation, 2016, 3957958 10.1155/2016/3957958 27647951PMC5018330

[acel13042-bib-0012] Crichton, J. H. , Dunican, D. S. , Maclennan, M. , Meehan, R. R. , & Adams, I. R. (2014). Defending the genome from the enemy within: Mechanisms of retrotransposon suppression in the mouse germline. Cellular and Molecular Life Sciences, 71, 1581–1605. 10.1007/s00018-013-1468-0 24045705PMC3983883

[acel13042-bib-0013] Cruz‐Jentoft, A. J. , Bahat, G. , Bauer, J. , Boirie, Y. , Bruyere, O. , Cederholm, T. , … Writing Group for the European Working Group on Sarcopenia in Older People 2 (EWGSOP2), and the Extended Group for EWGSOP2 (2019). Sarcopenia: Revised European consensus on definition and diagnosis. Age and Ageing, 48, 16–31. 10.1093/ageing/afy169 30312372PMC6322506

[acel13042-bib-0014] Day, K. , Waite, L. L. , Thalacker‐Mercer, A. , West, A. , Bamman, M. M. , Brooks, J. D. , … Absher, D. (2013). Differential DNA methylation with age displays both common and dynamic features across human tissues that are influenced by CpG landscape. Genome Biology, 14, R102 10.1186/gb-2013-14-9-r102 24034465PMC4053985

[acel13042-bib-0015] De Cecco, M. , Criscione, S. W. , Peckham, E. J. , Hillenmeyer, S. , Hamm, E. A. , Manivannan, J. , … Sedivy, J. M. (2013). Genomes of replicatively senescent cells undergo global epigenetic changes leading to gene silencing and activation of transposable elements. Aging Cell, 12, 247–256. 10.1111/acel.12047 23360310PMC3618682

[acel13042-bib-0016] De Cecco, M. , Ito, T. , Petrashen, A. P. , Elias, A. E. , Skvir, N. J. , Criscione, S. W. , … Sedivy, J. M. (2019). L1 drives IFN in senescent cells and promotes age‐associated inflammation. Nature, 566, 73–78. 10.1038/s41586-018-0784-9 30728521PMC6519963

[acel13042-bib-0017] de la Rica, L. , Deniz, O. , Cheng, K. C. , Todd, C. D. , Cruz, C. , Houseley, J. , & Branco, M. R. (2016). TET‐dependent regulation of retrotransposable elements in mouse embryonic stem cells. Genome Biology, 17, 234 10.1186/s13059-016-1096-8 27863519PMC5116139

[acel13042-bib-0018] Enge, M. , Arda, H. E. , Mignardi, M. , Beausang, J. , Bottino, R. , Kim, S. K. , & Quake, S. R. (2017). Single‐cell analysis of human pancreas reveals transcriptional signatures of aging and somatic mutation patterns. Cell, 171(2), 321–330.e14. 10.1016/j.cell.2017.09.004 28965763PMC6047899

[acel13042-bib-0019] Fuso, A. , Ferraguti, G. , Grandoni, F. , Ruggeri, R. , Scarpa, S. , Strom, R. , & Lucarelli, M. (2010). Early demethylation of non‐CpG, CpC‐rich, elements in the myogenin 5'‐flanking region: A priming effect on the spreading of active demethylation. Cell Cycle, 9, 3965–3976. 10.4161/cc.9.19.13193 20935518PMC3047754

[acel13042-bib-0020] Guallar, D. , Bi, X. , Pardavila, J. A. , Huang, X. , Saenz, C. , Shi, X. , … Wang, J. (2018). RNA‐dependent chromatin targeting of TET2 for endogenous retrovirus control in pluripotent stem cells. Nature Genetics, 50, 443–451. 10.1038/s41588-018-0060-9 29483655PMC5862756

[acel13042-bib-0021] Haithcock, E. , Dayani, Y. , Neufeld, E. , Zahand, A. J. , Feinstein, N. , Mattout, A. , … Liu, J. (2005). Age‐related changes of nuclear architecture in *Caenorhabditis elegans* . Proceedings of the National Academy of Sciences of the United States of America, 102, 16690–16695. 10.1073/pnas.0506955102 16269543PMC1283819

[acel13042-bib-0022] Hardies, S. C. , Wang, L. , Zhou, L. , Zhao, Y. , Casavant, N. C. , & Huang, S. (2000). LINE‐1 (L1) lineages in the mouse. Molecular Biology and Evolution, 17, 616–628. 10.1093/oxfordjournals.molbev.a026340 10742052

[acel13042-bib-0023] Hojman‐Montes de Oca, F. , Lasneret, J. , Dianoux, L. , Canivet, M. , Ravicovitch‐Ravier, R. , & Peries, J. (1984). Regulation of intracisternal A particles in mouse teratocarcinoma cells: Involvement of DNA methylation in transcriptional control. Biology of the Cell, 52, 199–204.608527610.1111/j.1768-322x.1985.tb00337.x

[acel13042-bib-0024] Horvath, S. (2013). DNA methylation age of human tissues and cell types. Genome Biology, 14, R115 10.1186/gb-2013-14-10-r115 24138928PMC4015143

[acel13042-bib-0025] Hu, B. , Gharaee‐Kermani, M. , Wu, Z. , & Phan, S. H. (2010). Epigenetic regulation of myofibroblast differentiation by DNA methylation. American Journal of Pathology, 177, 21–28. 10.2353/ajpath.2010.090999 20489138PMC2893647

[acel13042-bib-0026] Hughes, V. A. , Frontera, W. R. , Wood, M. , Evans, W. J. , Dallal, G. E. , Roubenoff, R. , & Fiatarone Singh, M. A. (2001). Longitudinal muscle strength changes in older adults: Influence of muscle mass, physical activity, and health. Journals of Gerontology. Series A, Biological Sciences and Medical Sciences, 56, B209–217. 10.1093/gerona/56.5.B209 11320101

[acel13042-bib-0027] Jeon, K. , Min, B. , Park, J. S. , & Kang, Y. K. (2017). Simultaneous methylation‐level assessment of hundreds of CpG sites by targeted bisulfite PCR sequencing (TBPseq). Frontiers in Genetics, 8, 97 10.3389/fgene.2017.00097 28751909PMC5507944

[acel13042-bib-0028] Jin, L. , Jiang, Z. , Xia, Y. , Lou, P. , Chen, L. , Wang, H. , … Li, M. (2014). Genome‐wide DNA methylation changes in skeletal muscle between young and middle‐aged pigs. BMC Genomics, 15, 653 10.1186/1471-2164-15-653 25096499PMC4147169

[acel13042-bib-0029] Jintaridth, P. , & Mutirangura, A. (2010). Distinctive patterns of age‐dependent hypomethylation in interspersed repetitive sequences. Physiological Genomics, 41, 194–200. 10.1152/physiolgenomics.00146.2009 20145203

[acel13042-bib-0030] Kang, Y. K. (2018). Surveillance of retroelement expression and nucleic‐acid immunity by histone methyltransferase SETDB1. BioEssays, 40(9), e1800058 10.1002/bies.201800058 29897144

[acel13042-bib-0031] Larson, K. , Yan, S. J. , Tsurumi, A. , Liu, J. , Zhou, J. , Gaur, K. , … Li, W. X. (2012). Heterochromatin formation promotes longevity and represses ribosomal RNA synthesis. PLoS Genetics, 8, e1002473 10.1371/journal.pgen.1002473 22291607PMC3266895

[acel13042-bib-0032] Le, T. N. , Miyazaki, Y. , Takuno, S. , & Saze, H. (2015). Epigenetic regulation of intragenic transposable elements impacts gene transcription in *Arabidopsis thaliana* . Nucleic Acids Research, 43, 3911–3921.2581304210.1093/nar/gkv258PMC4417168

[acel13042-bib-0033] Lee, E. , Iskow, R. , Yang, L. , Gokcumen, O. , Haseley, P. , Luquette, L. J. , … Cancer Genome Atlas Research Network (2012). Landscape of somatic retrotransposition in human cancers. Science, 337, 967–971. 10.1126/science.1222077 22745252PMC3656569

[acel13042-bib-0034] Leeb, M. , Pasini, D. , Novatchkova, M. , Jaritz, M. , Helin, K. , & Wutz, A. (2010). Polycomb complexes act redundantly to repress genomic repeats and genes. Genes & Development, 24, 265–276. 10.1101/gad.544410 20123906PMC2811828

[acel13042-bib-0035] Maksakova, I. A. , Thompson, P. J. , Goyal, P. , Jones, S. J. , Singh, P. B. , Karimi, M. M. , & Lorincz, M. C. (2013). Distinct roles of KAP1, HP1 and G9a/GLP in silencing of the two‐cell‐specific retrotransposon MERVL in mouse ES cells. Epigenetics Chromatin, 6, 15 10.1186/1756-8935-6-15 23735015PMC3682905

[acel13042-bib-0036] Marttila, S. , Kananen, L. , Hayrynen, S. , Jylhava, J. , Nevalainen, T. , Hervonen, A. , … Hurme, M. (2015). Ageing‐associated changes in the human DNA methylome: Genomic locations and effects on gene expression. BMC Genomics, 16, 179 10.1186/s12864-015-1381-z 25888029PMC4404609

[acel13042-bib-0037] Matsui, T. , Leung, D. , Miyashita, H. , Maksakova, I. A. , Miyachi, H. , Kimura, H. , … Shinkai, Y. (2010). Proviral silencing in embryonic stem cells requires the histone methyltransferase ESET. Nature, 464, 927–931. 10.1038/nature08858 20164836

[acel13042-bib-0038] Michaud, E. J. , van Vugt, M. J. , Bultman, S. J. , Sweet, H. O. , Davisson, M. T. , & Woychik, R. P. (1994). Differential expression of a new dominant agouti allele (Aiapy) is correlated with methylation state and is influenced by parental lineage. Genes & Development, 8, 1463–1472. 10.1101/gad.8.12.1463 7926745

[acel13042-bib-0039] Min, B. , Park, J. S. , & Kang, Y.‐K. (2018). Determination of oocyte‐manipulation, zygote‐manipulation, and genome‐reprogramming effects on the transcriptomes of bovine blastocysts. Frontiers in Genetics, 9,143 10.3389/fgene.2018.00143 29740477PMC5928200

[acel13042-bib-0040] Min, B. , Park, M. , Jeon, K. , Park, J. S. , Seo, H. , Jeong, S. , & Kang, Y. K. (2018). Age‐associated bimodal transcriptional drift reduces intergenic disparities in transcription. Aging, 10, 789–807. 10.18632/aging.101428 29706608PMC5940109

[acel13042-bib-0041] Montesano, A. , Luzi, L. , Senesi, P. , & Terruzzi, I. (2013). Modulation of cell cycle progression by 5‐azacytidine is associated with early myogenesis induction in murine myoblasts. International Journal of Biological Sciences, 9, 391–402. 10.7150/ijbs.4729 23678289PMC3654436

[acel13042-bib-0042] Ohlendieck, K. (2011). Proteomic profiling of fast‐to‐slow muscle transitions during aging. Frontiers in Physiology, 2, 105 10.3389/fphys.2011.00105 22207852PMC3245893

[acel13042-bib-0043] Pal, S. , & Tyler, J. K. (2016). Epigenetics and aging. Science Advances, 2, e1600584 10.1126/sciadv.1600584 27482540PMC4966880

[acel13042-bib-0044] Park, M. , Min, B. , Jeon, K. , Cho, S. , Park, J. S. , Kim, J. , … Kang, Y. K. (2017). Age‐associated chromatin relaxation is enhanced in Huntington's disease mice. Aging, 9, 803–822. 10.18632/aging.101193 28288000PMC5391233

[acel13042-bib-0045] Reilly, M. T. , Faulkner, G. J. , Dubnau, J. , Ponomarev, I. , & Gage, F. H. (2013). The role of transposable elements in health and diseases of the central nervous system. Journal of Neuroscience, 33, 17577–17586. 10.1523/JNEUROSCI.3369-13.2013 24198348PMC3818539

[acel13042-bib-0046] Rudnicki, M. A. , Schnegelsberg, P. N. , Stead, R. H. , Braun, T. , Arnold, H. H. , & Jaenisch, R. (1993). MyoD or Myf‐5 is required for the formation of skeletal muscle. Cell, 75, 1351–1359. 10.1016/0092-8674(93)90621-V 8269513

[acel13042-bib-0047] Sedivy, J. M. , Banumathy, G. , & Adams, P. D. (2008). Aging by epigenetics–a consequence of chromatin damage? Experimental Cell Research, 314, 1909–1917.1842360610.1016/j.yexcr.2008.02.023PMC2464300

[acel13042-bib-0048] Sedivy, J. M. , Kreiling, J. A. , Neretti, N. , De Cecco, M. , Criscione, S. W. , Hofmann, J. W. , … Peterson, A. L. (2013). Death by transposition – The enemy within? BioEssays, 35, 1035–1043.2412994010.1002/bies.201300097PMC3922893

[acel13042-bib-0049] Simon, M. , Van Meter, M. , Ablaeva, J. , Ke, Z. , Gonzalez, R. S. , Taguchi, T. , … Gorbunova, V. (2019). LINE1 Derepression in aged wild‐type and SIRT6‐deficient mice drives inflammation. Cell Metabolism, 29(871–885), e875 10.1016/j.cmet.2019.02.014 PMC644919630853213

[acel13042-bib-0050] Slieker, R. C. , Relton, C. L. , Gaunt, T. R. , Slagboom, P. E. , & Heijmans, B. T. (2018). Age‐related DNA methylation changes are tissue‐specific with ELOVL2 promoter methylation as exception. Epigenetics Chromatin., 11, 25 10.1186/s13072-018-0191-3 29848354PMC5975493

[acel13042-bib-0051] Sookdeo, A. , Hepp, C. M. , McClure, M. A. , & Boissinot, S. (2013). Revisiting the evolution of mouse LINE‐1 in the genomic era. Mobile DNA, 4, 3 10.1186/1759-8753-4-3 23286374PMC3600994

[acel13042-bib-0052] Steegenga, W. T. , Boekschoten, M. V. , Lute, C. , Hooiveld, G. J. , de Groot, P. J. , Morris, T. J. , … Muller, M. (2014). Genome‐wide age‐related changes in DNA methylation and gene expression in human PBMCs. Age (Dordr), 36, 9648 10.1007/s11357-014-9648-x 24789080PMC4082572

[acel13042-bib-0053] Szyf, M. , Rouleau, J. , Theberge, J. , & Bozovic, V. (1992). Induction of myogenic differentiation by an expression vector encoding the DNA methyltransferase cDNA sequence in the antisense orientation. Journal of Biological Chemistry, 267, 12831–12836.1618783

[acel13042-bib-0054] Talens, R. P. , Christensen, K. , Putter, H. , Willemsen, G. , Christiansen, L. , Kremer, D. , … Heijmans, B. T. (2012). Epigenetic variation during the adult lifespan: Cross‐sectional and longitudinal data on monozygotic twin pairs. Aging Cell, 11, 694–703. 10.1111/j.1474-9726.2012.00835.x 22621408PMC3399918

[acel13042-bib-0055] Tamaki, T. , Uchiyama, S. , Uchiyama, Y. , Akatsuka, A. , Yoshimura, S. , Roy, R. R. , & Edgerton, V. R. (2000). Limited myogenic response to a single bout of weight‐lifting exercise in old rats. American Journal of Physiology. Cell Physiology, 278, C1143–C1152. 10.1152/ajpcell.2000.278.6.C1143 10837342

[acel13042-bib-0056] Tan, H. , Qurashi, A. , Poidevin, M. , Nelson, D. L. , Li, H. , & Jin, P. (2012). Retrotransposon activation contributes to fragile X premutation rCGG‐mediated neurodegeneration. Human Molecular Genetics, 21, 57–65. 10.1093/hmg/ddr437 21940752PMC3235010

[acel13042-bib-0057] Tan, L. , & Shi, Y. G. (2012). Tet family proteins and 5‐hydroxymethylcytosine in development and disease. Development, 139, 1895–1902. 10.1242/dev.070771 22569552PMC3347683

[acel13042-bib-0058] Tsumagari, K. , Baribault, C. , Terragni, J. , Varley, K. E. , Gertz, J. , Pradhan, S. , … Ehrlich, M. (2013). Early de novo DNA methylation and prolonged demethylation in the muscle lineage. Epigenetics, 8, 317–332. 10.4161/epi.23989 23417056PMC3669123

[acel13042-bib-0059] Tsurumi, A. , & Li, W. X. (2012). Global heterochromatin loss: A unifying theory of aging? Epigenetics, 7, 680–688. 10.4161/epi.20540 22647267PMC3414389

[acel13042-bib-0060] Villeponteau, B. (1997). The heterochromatin loss model of aging. Experimental Gerontology, 32, 383–394. 10.1016/S0531-5565(96)00155-6 9315443

[acel13042-bib-0061] Walsh, C. P. , Chaillet, J. R. , & Bestor, T. H. (1998). Transcription of IAP endogenous retroviruses is constrained by cytosine methylation. Nature Genetics, 20, 116–117. 10.1038/2413 9771701

[acel13042-bib-0062] Wilson, D. , Jackson, T. , Sapey, E. , & Lord, J. M. (2017). Frailty and sarcopenia: The potential role of an aged immune system. Ageing Research Reviews, 36, 1–10. 10.1016/j.arr.2017.01.006 28223244

[acel13042-bib-0063] Wu, W. , Ren, Z. , Wang, Y. , Chao, Z. , Xu, D. , & Xiong, Y. (2011). Molecular characterization, expression patterns and polymorphism analysis of porcine Six1 gene. Molecular Biology Reports, 38, 2619–2632. 10.1007/s11033-010-0403-9 21082258

[acel13042-bib-0064] Zykovich, A. , Hubbard, A. , Flynn, J. M. , Tarnopolsky, M. , Fraga, M. F. , Kerksick, C. , … Melov, S. (2014). Genome‐wide DNA methylation changes with age in disease‐free human skeletal muscle. Aging Cell, 13, 360–366. 10.1111/acel.12180 24304487PMC3954952

# Supplementary material for: Demethylation and derepression of genomic retroelements in the skeletal muscles of aged mice
**Source:** Aging Cell. 2019 Sep 27;18(6):e13042. doi: 10.1111/acel.13042
**Supplement:** Supplementary file 1

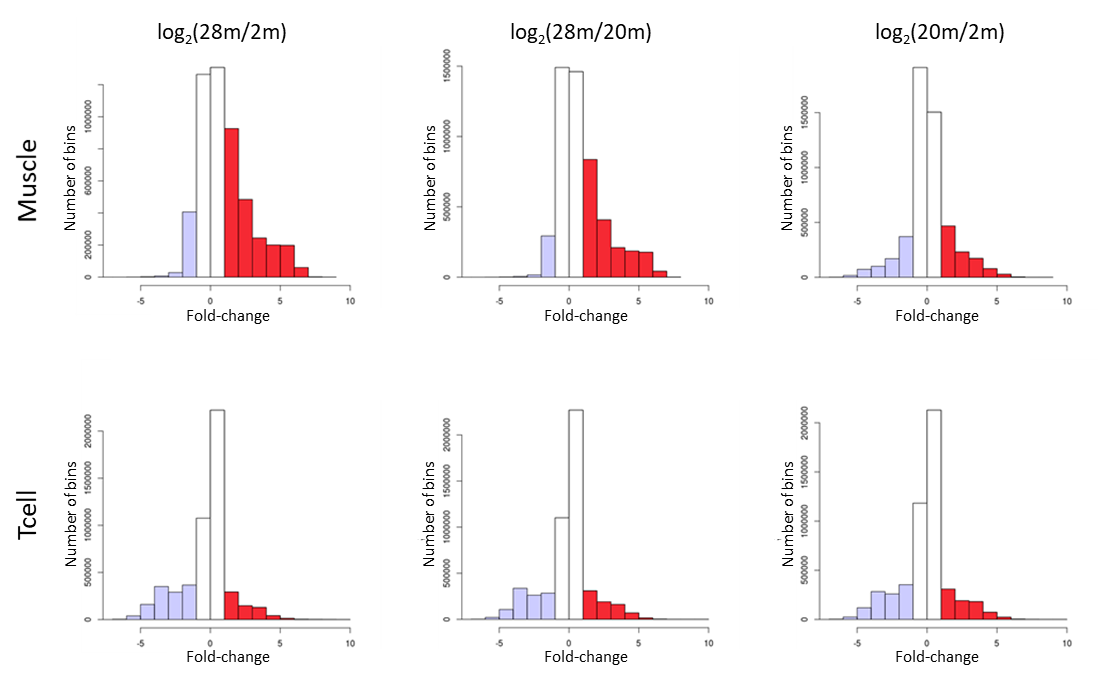

**Supplementary Figure S1** Histograms showing the distributions of genomic bins (500 bp) by log2-fold-change values between age groups.

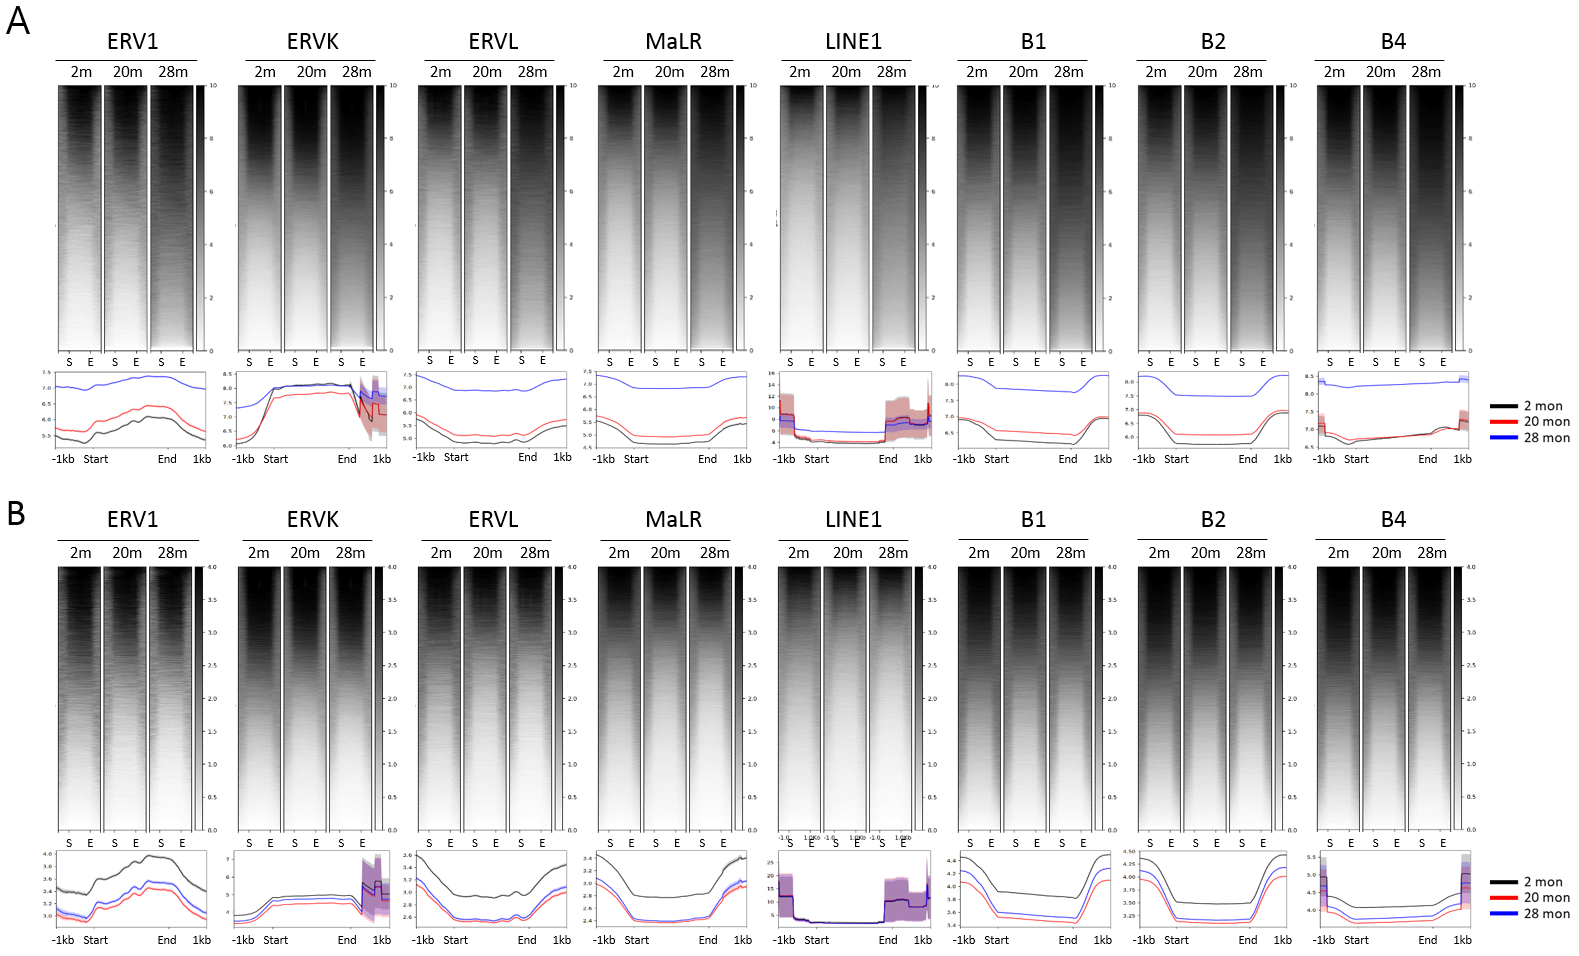

**Supplementary Figure S2** Heatmaps of DNA methylation densities within 1 kb of the start (S) and end (E) sites of entire copies in various types of retroelements in skeletal muscle (A) and T-cells (B). The stronger the color, the higher the DNA methylation levels. Mean DNA methylation levels in each age group were depicted in the profile plots (lower panels).

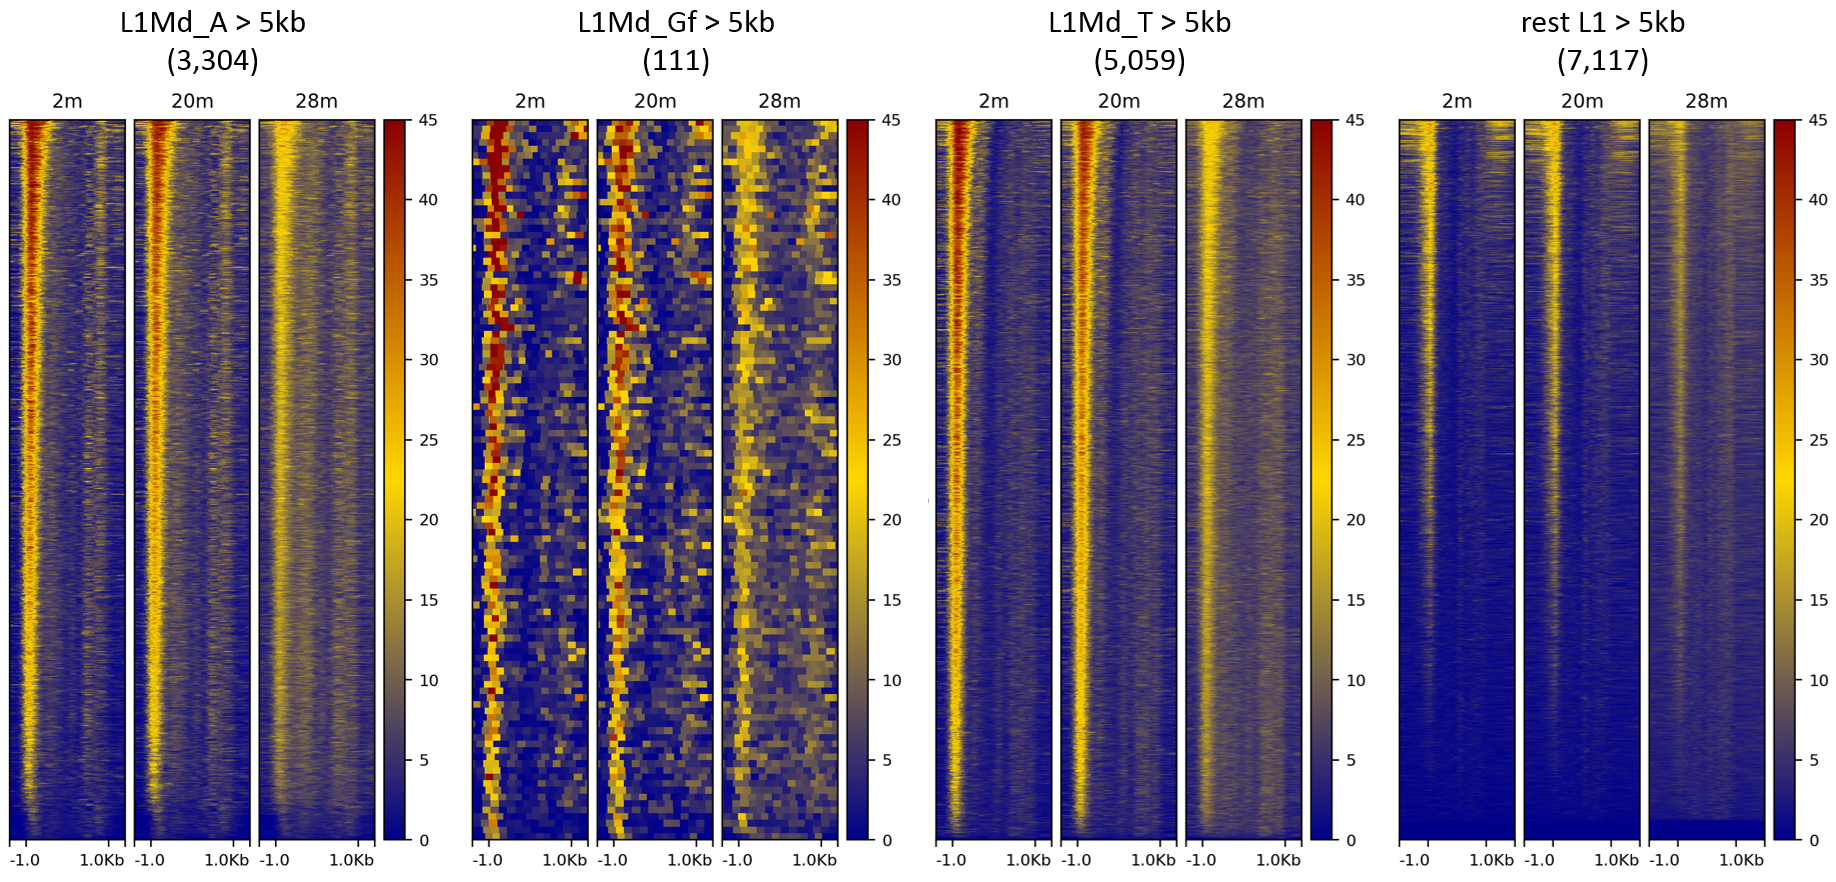

**Supplementary Figure S3** Heatmaps of DNA methylation densities of the evolutionarily active LINE1 families (L1Md_A, L1Md_Gf, and L1Md_T) and the rest of the LINE1 families (rest L1) in mouse skeletal muscle of 2, 20, and 28 months of age. The number of the members of each family is indicated in the parenthesis.

**
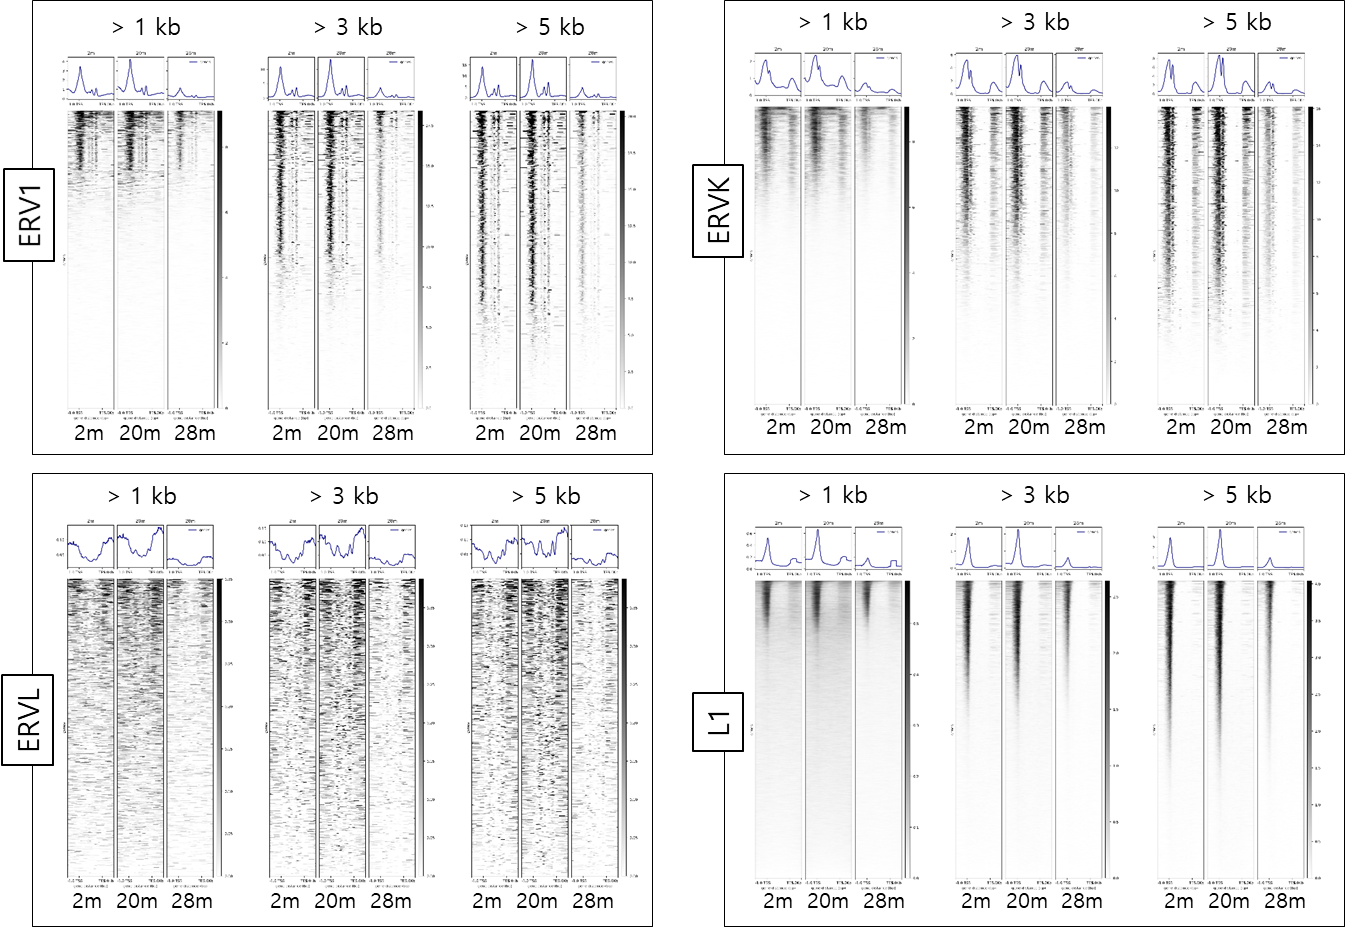
**

**Supplementary Figure S4** Heatmaps of DNA methylation densities of large ERV1, ERVK, ERVL, and LINE1 retroelement copies in skeletal muscle. Line graphs at the top of each heatmap illustrate the mean methylation levels of the retroelement copies at different ages.

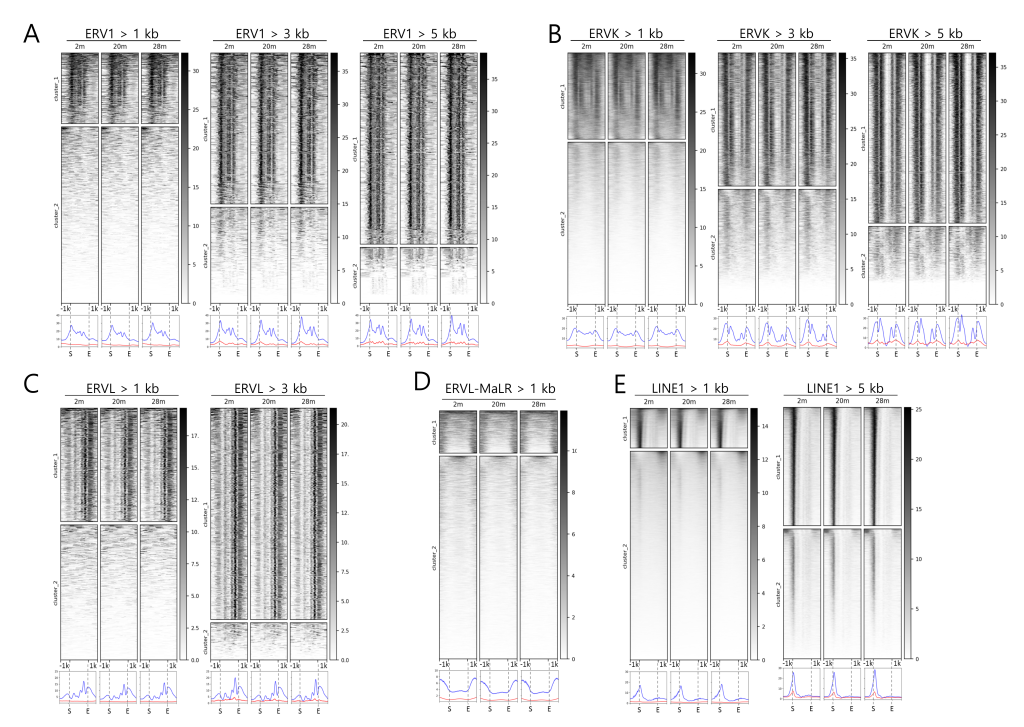

**Supplementary Figure S5** Heatmaps of DNA methylation densities of ERV1 (A), ERVK (B), ERVL (C), ERVL-MaLR (D), and LINE1 (E) in T cells. All groups were clustered by *k*-means algorithm (*k* = 2). Genomic copies of each retroelement family were grouped by length of > 1 kb, >3 kb, or >5 kb. Graphs in the bottom show the mean methylation levels of the two clusters (blue line for cluster-1 and red line for cluster-2) separately.

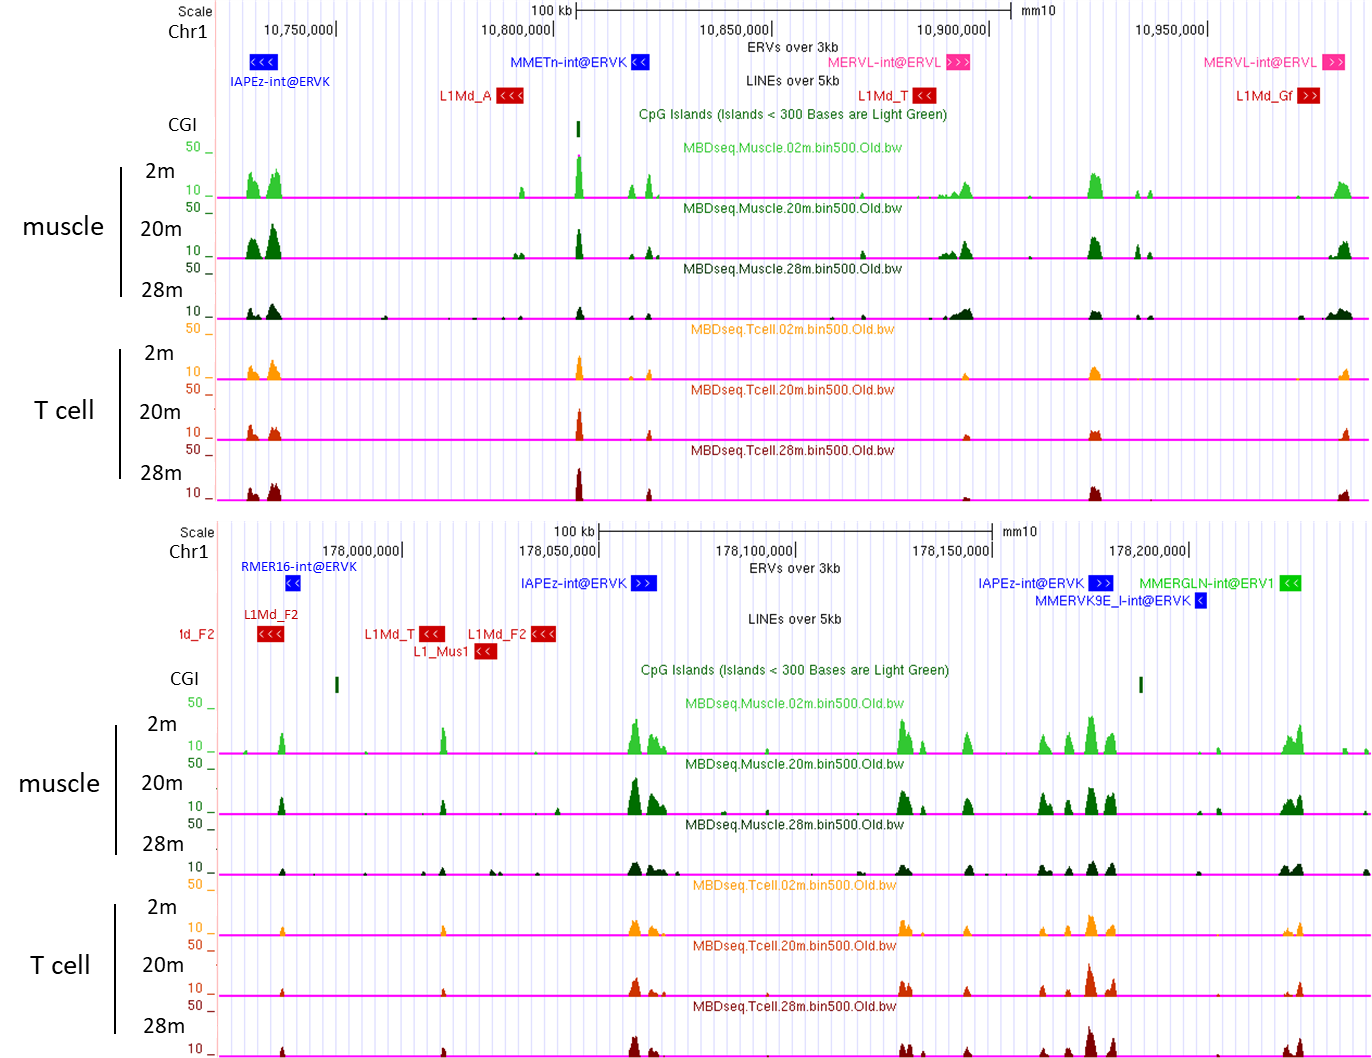

**Supplementary figure S6** Distinctive DNA methylation patterns in different retroelement families reproducibly appear in both skeletal muscle and T cells. The genome browser shows only the large-size LINE1 (red boxes; > 5.0 kb) and ERV (> 3.0 kb; green for ERV1, blue for ERVK, and pink for ERVL) copies extracted from the repeatMasker (mm10) track. Arrows in the retroelement boxes indicate the direction of the transcription.

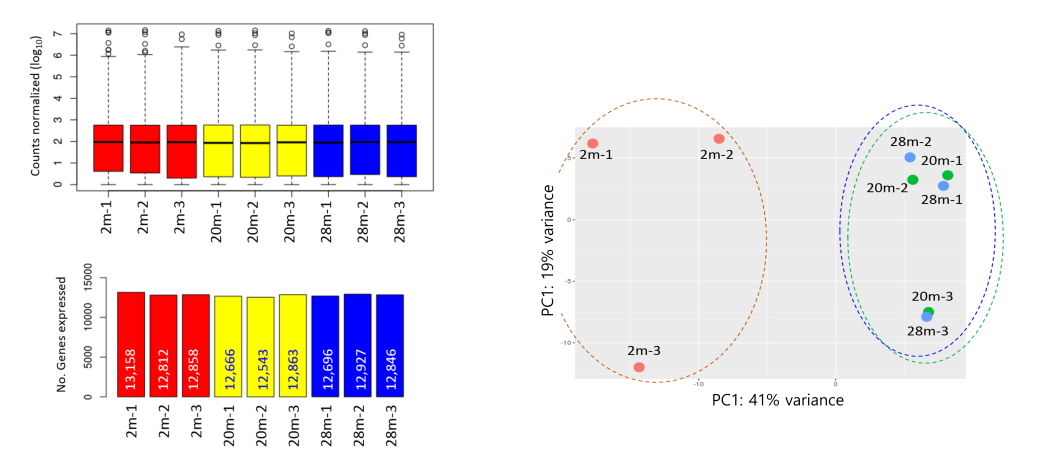

**Supplementary figure S7** Transcriptomic analysis of 2m, 20m, and 28m skeletal muscle (*n* = 3 each group). Count distributions among the muscle samples and the numbers of genes expressed in the samples (counts ≥10) are shown on the left. Principal component analysis (PCA) is presented on the right.

A

D

B

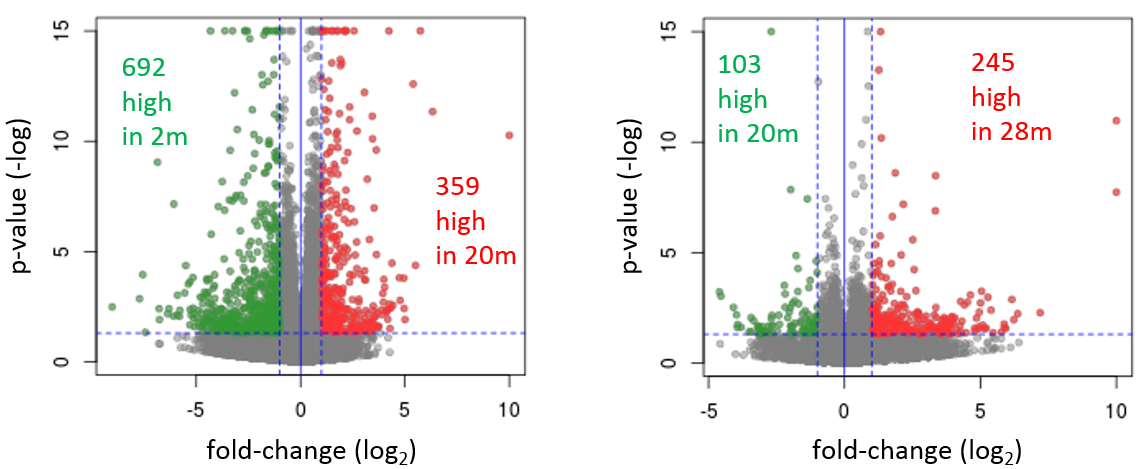

2m vs. 20m

20m vs. 28m

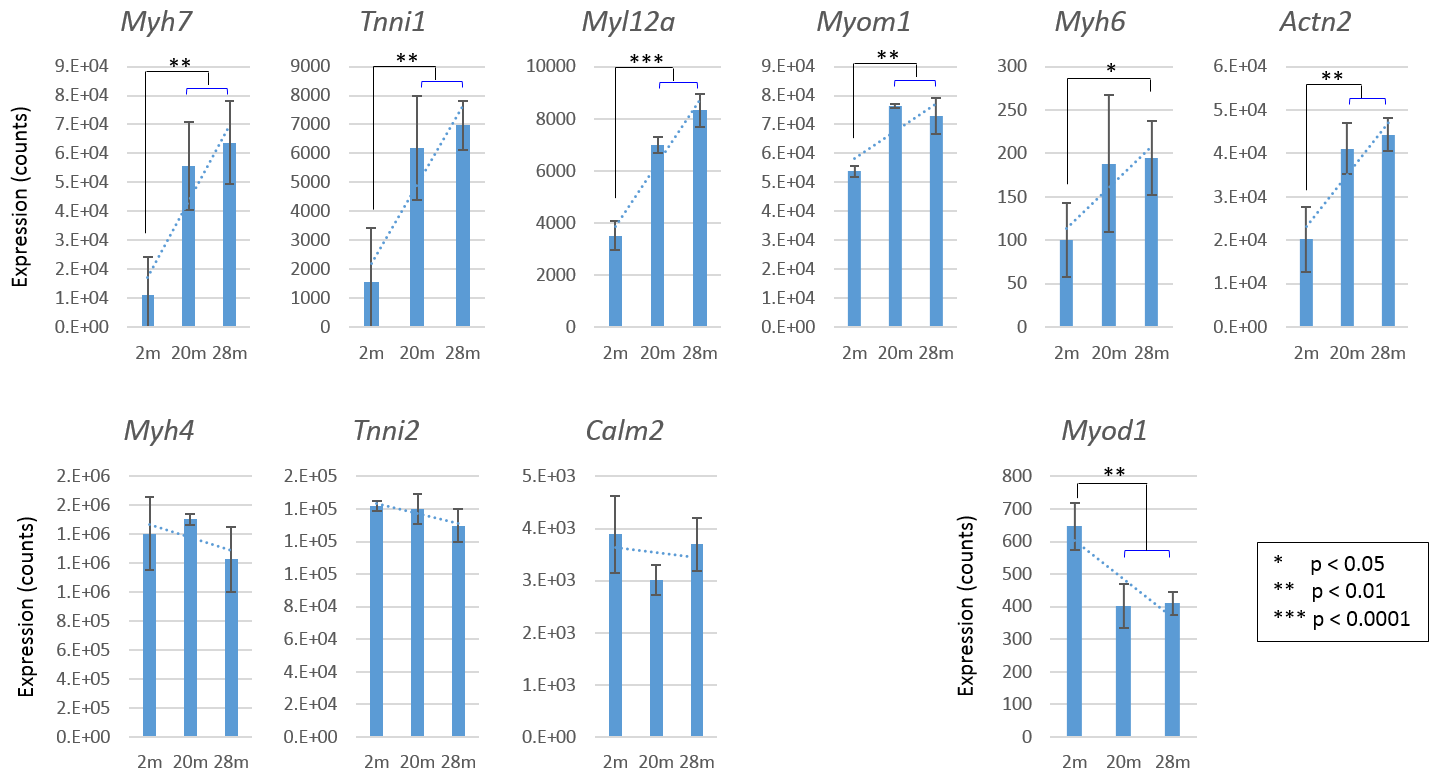

C

**Supplementary Figure S8** Expression levels of slow- (A), fast-twitch fiber genes (B), and of the *Myod1* gene (C) were compared between young (2m) and old (20m and 28m) skeletal muscle samples. Dotted lines in A–C indicate trend lines. Asterisks denote significant differences. Volcano plots in D present transcriptomic differences between the indicated age groups with highlighted differentially expressed genes (DEGs; fold change >2.0 and *p* < 0.05).

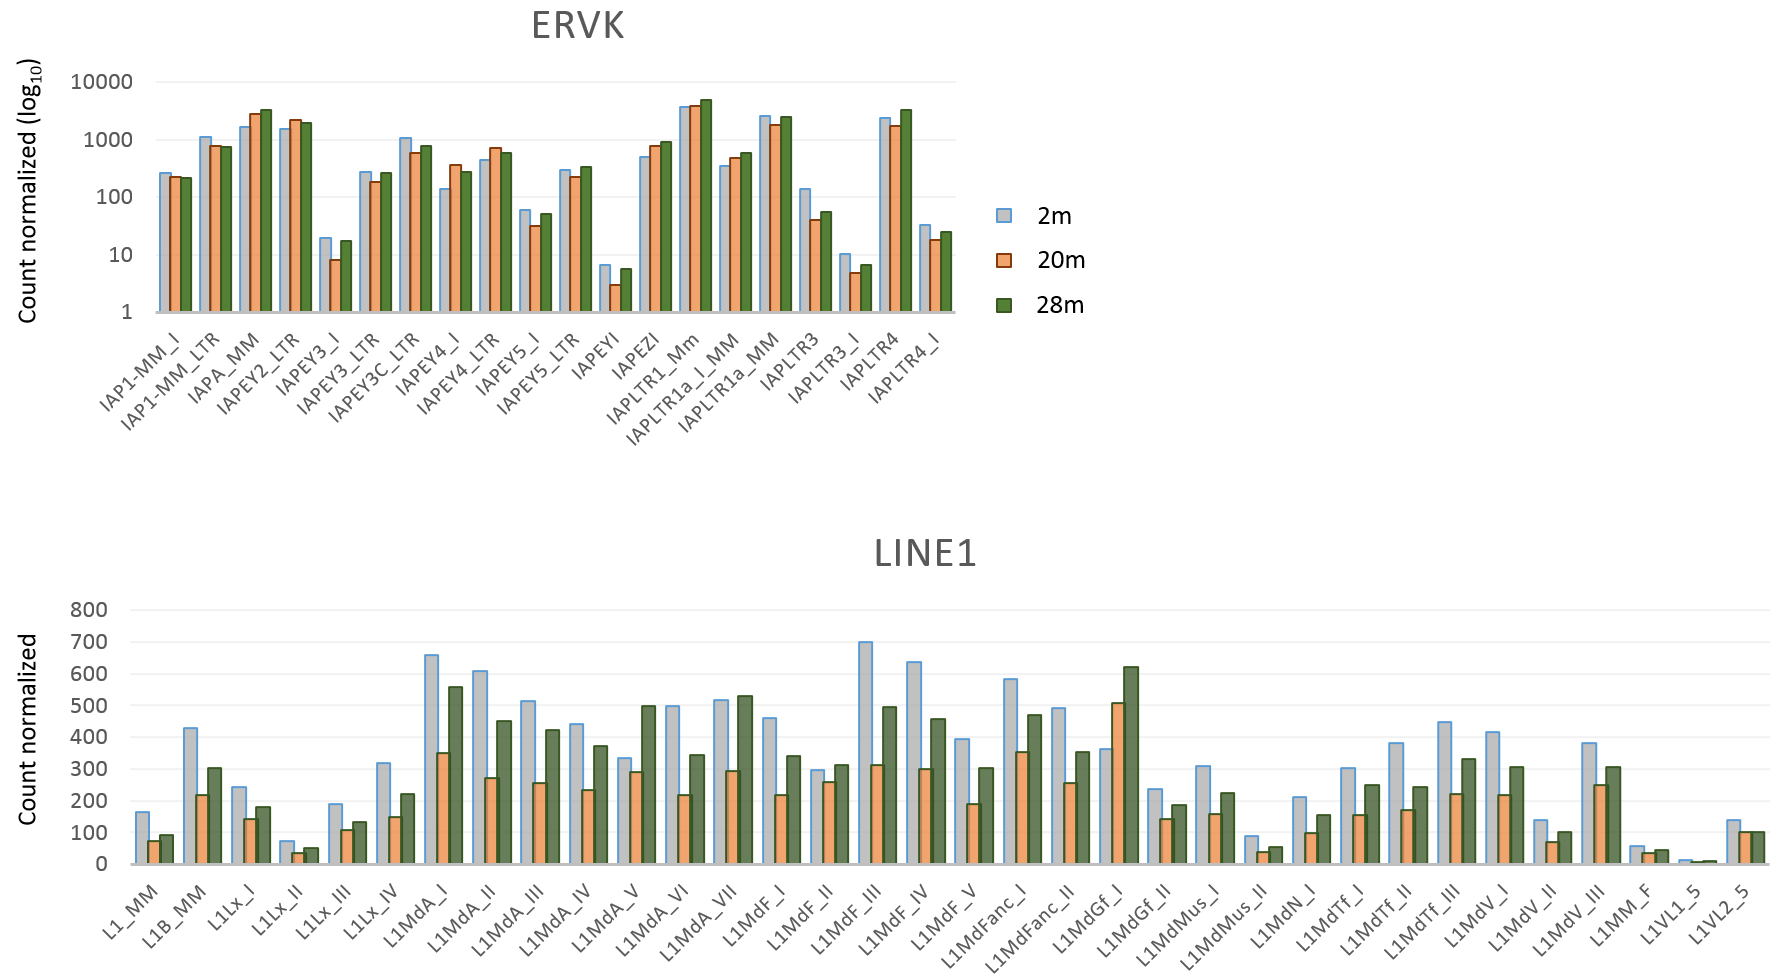

**Supplementary Figure S9** Age-associated changes in the transcript levels of various ERVK and LINE1 subfamilies in mouse skeletal muscle of 2, 20, and 28 months of age. Expression levels were measured using ‘SalmonTE’ program.

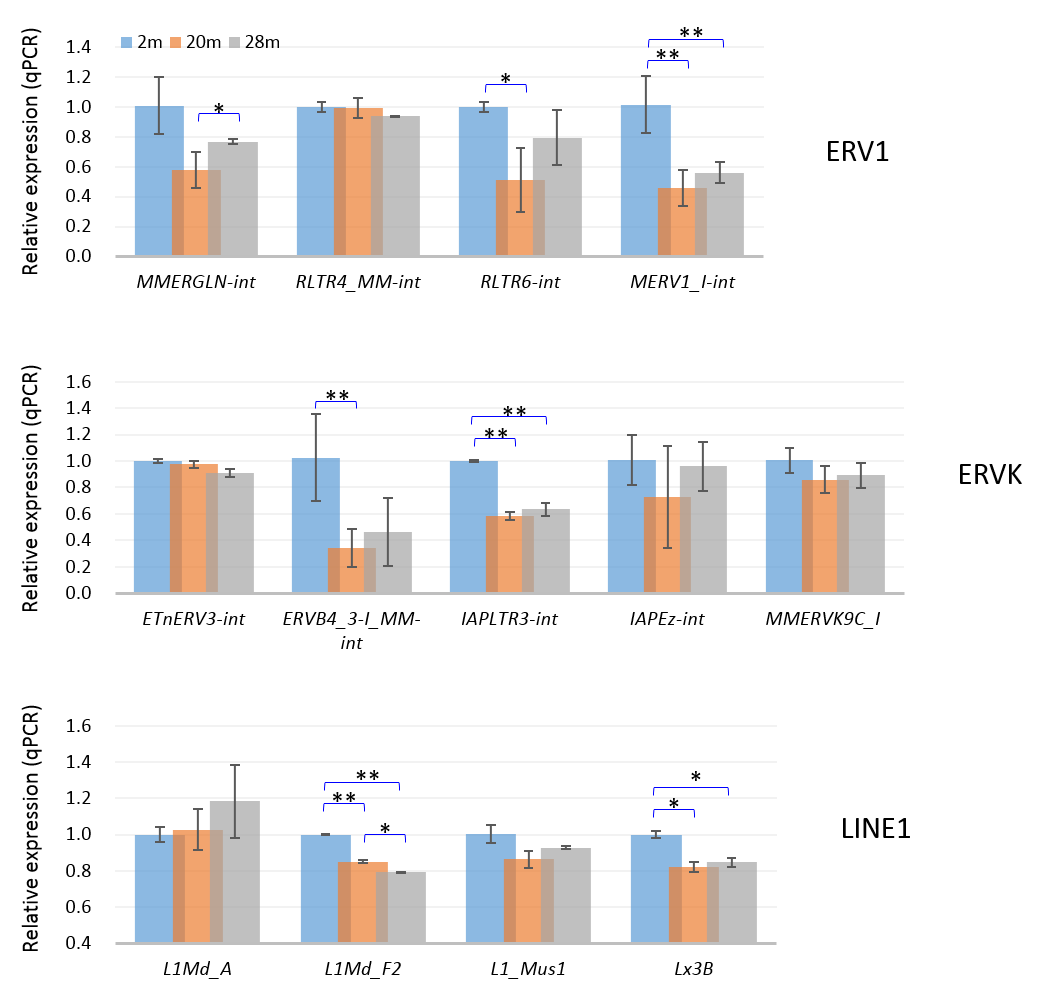

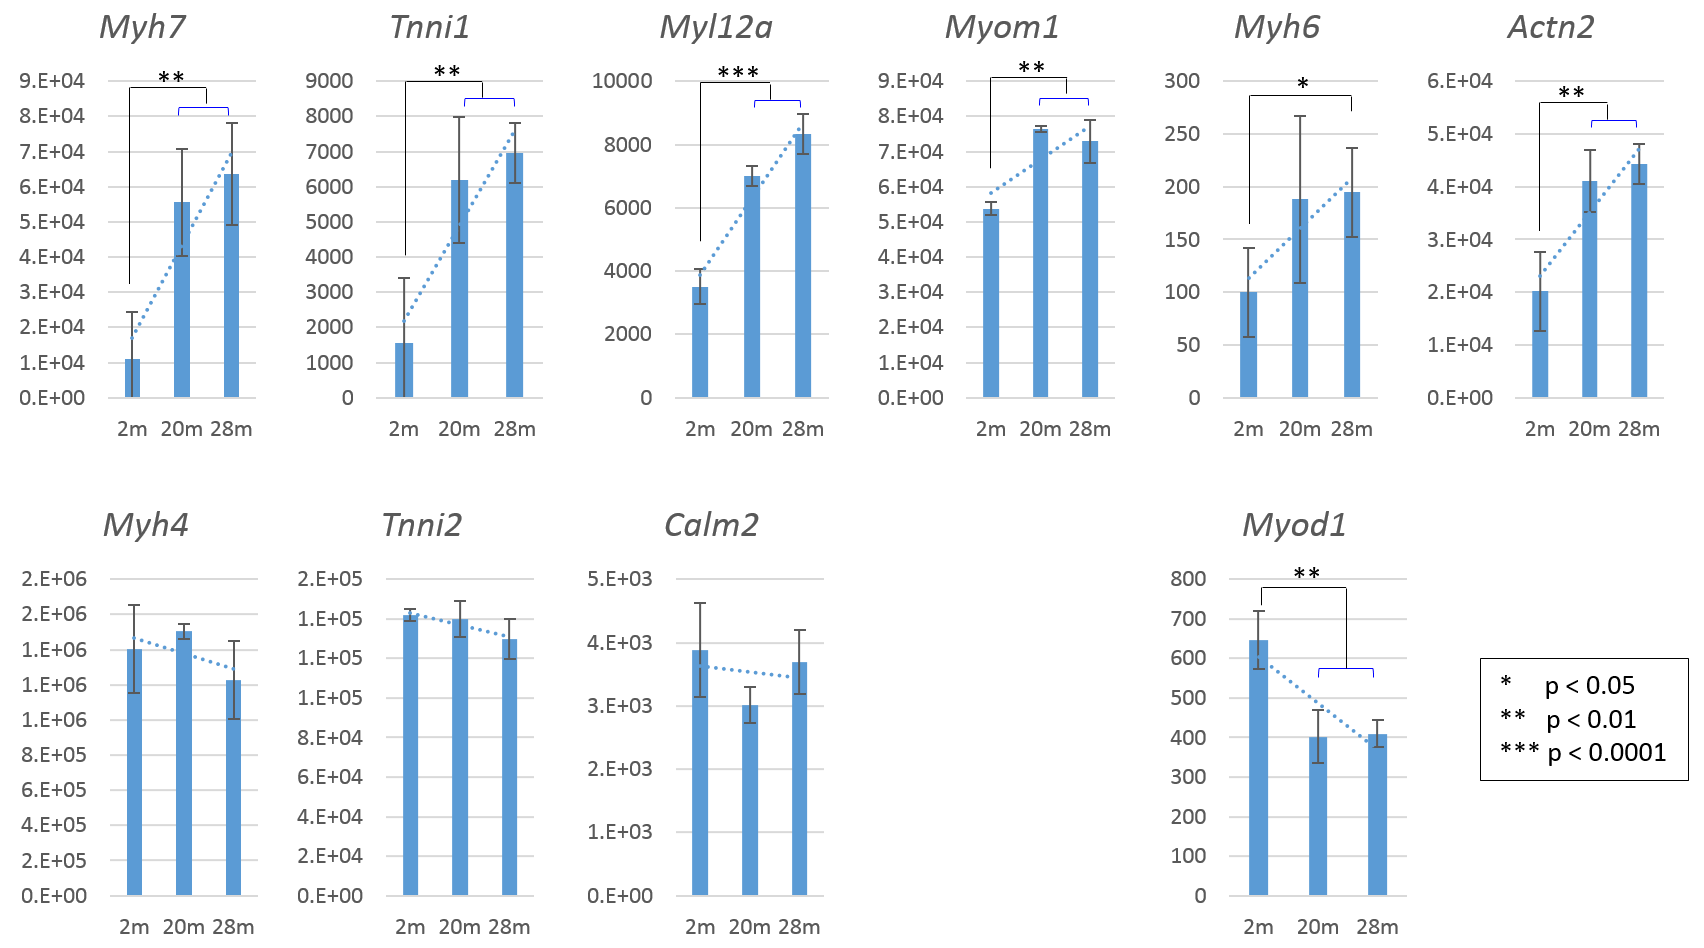

**Supplementary Figure S10** Quantitative real-time PCR analysis of expression of retroelement subfamilies in 2m, 20m, and 28m skeletal muscle. Asterisks indicate significant differences. The L1Md_F2, L1Md_Mus1, and Lx3B families were chosen by their relatively high read counts in the RNA-seq result (see Figure 5E).

Supplementary Figure S8

How the deposited data were processed for this re-analysis (not part of the article)

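Methylated DNA was captured with a methyl-CpG-binding domain and sequenced (MBD-seq) from hindlimb muscle and spleen T cells of female C57BL/6J mice at 2, 20 and 28 months, with the DNA of 3 mice pooled for each age. RNA-seq was made from the muscle of the same 3 mice per age without pooling. The deposited signal values of both tables were made by the authors, who divided the reads counted per 500-bp bin (MBD-seq) or per refSeq gene (RNA-seq) by 1 DESeq2 size factor per library. Upstream, the authors trimmed the reads with Trim Galore, aligned MBD-seq reads with Bowtie2 and RNA-seq reads with Hisat2 to mm10, and counted them with bedtools and htseq-count. Every nonzero value was checked to be a whole multiple of 1 step per library (100% of values), so the reads behind each value were recovered exactly. Gene positions are those of the RefSeq annotation of GRCm38, and transcript lengths and GC content those of the longest GENCODE vM21 transcript of each gene.

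The MBD-seq table held 3 muscle and 3 T-cell columns, each named by tissue and age. The muscle samples comprise 2 rounds of capture, and the columns do not name the round, so no round was assigned and the repeated capture was not analysed here. Bins with a read in at least 1 library of the tissue were used, as log2 of the normalized count plus 1. Slopes were least-squares slopes over bins. High, moderate and low bins were the 100000 bins with the highest 2-m value, the 100000 bins nearest to 10 normalized counts and the 1048575 bins with the lowest value, as in the paper. Each age was 1 pool, so no test between ages was made, and the spread given is the SD over the autosomes and X. The 2 random sets of reads were drawn by assigning each 2-m read to one of 2 sets with equal chance. CpG counts, GC content and repeat masking of bins came from the mm10 sequence. Copies of retroelements were exact matches of both primers of a pair from the paper's Table S1 within 1000 bp. The k-means clusters, the size classes of retroelements and the retroelement expression were not analysed here.

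The 9 RNA-seq libraries were fitted together with limma 3.58.1 in R 4.3.3 (limma-trend, moderated over genes) on log2 of the normalized count plus 1, with age as the only term. The 13178 genes with a mean normalized count of at least 10 were tested, with Benjamini-Hochberg adjustment over genes. The contrasts were 20 against 2 months, 28 against 2 months, 28 against 20 months, and the mean of 20 and 28 months against 2 months. Differentially expressed genes had a fold change over 2 and an unadjusted p under 0.05, as in the paper. Single genes were also compared by two-sided exact permutation tests of the difference in means, whose smallest p is 0.1 for 3 against 3 libraries and 0.0119 for 3 against 6. By rule, genes named in the text are those the paper names, and for 20 against 2 and 28 against 20 months the 3 with the largest rise and the 3 with the largest fall among genes with an adjusted p under 0.05 whose groups do not overlap. The marrow, bone and cartilage genes named under other observations fall outside this rule. Replicate numbers were not treated as pairs, since among libraries of equal number only those numbered 3 had a Pearson r above 0.1 over genes (0.109, 0.150 and 0.161).

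Lists of marker genes for slow fibres, collagen and matrix, adipocytes, red blood cells, macrophages, B and plasma cells, T cells, denervation and the interferon response were tested with fry (limma), with camera as the alternative and Benjamini-Hochberg adjustment over lists and contrasts. Lists of marrow genes and of bone and cartilage genes were added after the values of some such genes had been seen. The tests between ages, the contrasts, the rule for named genes, the first 9 lists and all alternatives but 3 were set before the data were examined. Some tests of possible explanations were chosen later, as stated where they are reported. The 3 alternatives chosen after seeing the data were DESeq2 without a filter on low counts, bins ranked by the 20-m value, and ties among bins taken in random order.

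The alternatives for RNA-seq were pseudocounts of 0.1 and 5, no filter, a mean of at least 50, rescaling to the same sum, quantile normalization, the replicate number as a block, a batch term for replicates 3, only the libraries of the 2 groups compared, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, and leaving out each library in turn. For MBD-seq they were a pseudocount of 0.25, bins with a mean of at least 5, bins with a read in every library, rescaling to the same sum, the slope of the first principal axis, and ranking by the other tissue or by 28 months. Scaling is the only one of the authors' steps that could be varied from the table, since alignment and counting were already included in it. On simulated counts with known changes, limma called 94% of 200 changed genes among 12765 and 9 unchanged ones. On simulated bins, slopes of 1 and 0.5 were recovered as 1.016 and 0.501. The earlier level carried no counting noise there, and bins of low level were left out. The simulation thus cannot show how far counting noise lowers the slopes of the real bins. The 2 random sets of 2-m muscle reads gave a slope of 0.879.

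RNA-seq libraries held 20203833 to 71115244 reads on genes and MBD-seq libraries 135254786 to 200456498 reads on bins. At this depth a median bin of muscle held 8 to 21 reads, so single bins were not compared. Reads were amplified by PCR and carry no molecular identifiers, so intervals and floors cover counting error only. A fold against a group whose libraries all held 3 reads or fewer is given as a lower bound. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for bins and figures.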

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

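The comparisons of bins with few CpGs and of low bins with CpGs, the reading of bins without CpGs, the comparison of mitochondrial reads, the change of high and low bins without the bins with most reads, and the tests of single libraries, scaling and immune cells for the gene lists were chosen only after the result was seen. The other tests in this part were chosen before.

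High-methylation bins of muscle and T cells moved in opposite directions by 28 months, with a mean log2 fold change of -1.36 in muscle and 0.36 in T cells. With each library rescaled to the same sum the values were -0.92 and 0.0333, so the size of the rise in T cells depended on the scaling. In T cells that sum rests largely on the 1000 bins with most reads, which held 55.8, 61.2 and 59.7% of reads in order of age. The difference between the tissues was not tested, since each tissue and age was 1 library. Several technical explanations of the loss in high and the gain in low bins of 28-m muscle were examined. Ranking on noisy 2-m counts is argued against as the whole cause of the loss, since bins ranked by 2-m T cells still changed by -1.17. The slope of 28-m on 2-m muscle was 0.461 without the 1000 bins with most reads. That slope decides nothing on a few bins with most of the counts, since it would hardly move either way. A change of scale from such bins would move high and low bins alike. Without these bins and with each library rescaled to the same sum, high bins changed by -1.26 and low bins by 2.17, so the opposite directions do not come from a few bins. GC content alone does not account for the pattern. Among bins of 40 to 42% GC, the log2 fold change went from 1.06 with no CpG through 1.31, 0.59 and -0.34 to -0.78 with 10 or more CpGs. More DNA without methylated CpGs in the 28-m library would dilute all methylated bins by the same ratio. The level of bins with no CpG within 1 kb was subtracted. Across classes of rising 2-m T-cell level, the ratio of 28-m to 2-m muscle then fell from 0.795 through 0.604 and 0.444 to 0.337. This argues against dilution with a background equal in all bins as the whole cause of the loss. A background larger in bins with CpGs would make the ratio fall by itself, so such dilution is not excluded. These classes had been planned on 2-m muscle levels and were formed on T-cell levels so that counting noise is not shared.

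For the gain in bins with few CpGs, the same explanation was tested at a fixed GC content. Bins of 40 to 42% GC with 2 CpGs gained 5.22 normalized counts by 28 months and those with 0 CpGs gained 2.27, so a background equal in all bins does not account for the gain. More DNA without methylated CpGs is thus argued against, for the loss and for the gain, only as a background equal in all bins. A background that differs with sequence was not tested. Bins with no CpG within 1 kb rose by 1.17, so a part in the gain stays open. A capture at 28 months that separated methylated from unmethylated DNA less sharply is a candidate explanation. It needs more reads on DNA with little methylation, and the mitochondrial reads of the 28-m library, 2037 ppm, are of that kind. A loss of methylation with age stays open beside it as untested, because age and capture are the same split of these libraries. The paper reports the demethylation at retroelement loci again in a repeated capture of the same pools (Fig. S4). That report goes against a fault of 1 round of capture, and the repeated capture was not analysed here.

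Mitochondrial reads stood out as a signal that the paper does not report. In the 28-m muscle library they made up 2037 ppm of the reads on bins (95% Wilson interval 2029 to 2044), against 250 (247 to 252) in 2-m and 189 (187 to 191) in 20-m muscle. The T-cell values were 5.60, 6.23 and 5.02 in order of age. A less sharp capture may raise them, and so may more mitochondrial DNA in the pooled tissue, which was not tested. Nuclear bins with little methylation rose by a smaller factor from 2 to 28 months. Mean normalized counts went from 1.73 to 4.46 in bins with no CpG within 1 kb. In bins with 40 or more CpGs and no T-cell read they went from 0.73 to 2.64. Whether a less sharp capture alone reaches the 2037 ppm is thus open.

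Bins with no CpG in the bin or within 1 kb stood out because they gained reads although no CpG methylation can change there. The 569 bins had a mean log2 fold change of 1.17 in muscle at 28 months and -0.09 in T cells. A gain of CpG methylation with age is therefore argued against for these bins. For low bins with CpGs and as many 2-m reads, the log2 fold change was 2.05. Whether the part above 1.17 may be a gain of methylation cannot be told apart from a background that differs with sequence. Counting noise may add to it as well, since the bins with CpGs were picked for few 2-m reads. Low bins rose by 0.65 between the 2 random sets of 2-m reads. Among 3197 bins with 40 or more CpGs and no T-cell read, the mean normalized count was 0.73 in 2-m, 0.46 in 20-m and 2.64 in 28-m muscle, a mean log2 fold change of 1.09.

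The interferon response list rose between 20 and 28 months, in genes the paper does not discuss. All 15 genes tested of 16 were higher at 28 months, with a median log2 fold change of 0.88 (fry, adjusted p = 0.00338 by Benjamini-Hochberg). At an adjusted p under 0.05, 2 of them passed over all genes and 10 adjusted over the list alone. From 2 to 20 months the list had fallen, with a median of -0.80 (adjusted p = 0.0157) and 1 of 15 genes higher, so that 28 against 2 months gave 0.11 (adjusted p = 0.377). Both comparisons use the 20-m libraries and are not independent. The fall was not called without replicate 3 at 2 months (adjusted p = 0.0616, the highest of a range from 0.00557 with each library left out in turn) nor with the replicate number as a block (adjusted p = 0.0663). For the rise, no single library decided the call, as the adjusted p was at most 0.0162, without replicate 1 at 20 months. Scaling is argued against as well, since quantile normalization gave a median of 0.77. More immune cells in the 28-m libraries cannot be told apart from a response of muscle cells. The macrophage list had a median of 0.46 with 7 of 7 genes higher, but fry did not call it (adjusted p = 0.243). An innate immune response, which the paper proposes as a consequence of retroelement expression, is consistent with the rise of 0.88 and was not linked to retroelements here.

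The denervation list rose with age, in genes outside those the paper discusses. From 2 to 28 months the median log2 fold change was 1.32 with 11 of 12 genes higher (fry, adjusted p = 5.28e-05), and 11 genes passed both over all genes and adjusted over the list alone. From 2 to 20 months the median was 0.78 with 9 of 12 higher (adjusted p = 0.00106), and 8 genes passed over all genes and 9 adjusted over the list alone. From 20 to 28 months it was 0.65 with 11 of 12 higher (adjusted p = 0.00106), and 2 and 8 genes passed. No single library decided the call at 28 against 2 months, where the adjusted p was at most 7.96e-04 (without replicate 3 at 2 months), and quantile normalization gave 1.34. These tests argue against 1 library or the scaling as the cause. A change of the muscle with age, such as loss of innervation, may underlie it, which is a hypothesis found and tested on the same data. A change in the composition of the tissue was not tested.

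The collagen and matrix list fell by 20 months. The median log2 fold change was -1.65 with 0 of 9 genes higher (fry, adjusted p = 0.00106), and 8 genes passed over all genes and 8 adjusted over the list alone. At 28 against 2 months the median was -1.46 with 0 of 9 higher (adjusted p = 0.00160), and 7 and 8 genes passed. From 20 to 28 months it was 0.15 (adjusted p = 0.751), with 0 genes past either threshold. No single library decided the fall at 20 months, with an adjusted p of at most 0.00557 (without replicate 1 at 2 months), and rescaling to the same sum gave -1.63. Growth of the young muscle is a possible biological source and was not tested. Bone and cartilage in 1 young library may add to these genes, but without that library the adjusted p was still 0.00557.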

How the results depend on the processing

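The alternatives named here as chosen after seeing the data are ranking by the 20-m value, ties in random order and DESeq2 without a filter. For the main results, 304 values were computed under the alternatives. Of these 236 stayed on the same side of the threshold or within the spread, 63 moved and 5 passed a threshold the reported value did not pass. For single genes and further values, 905 were computed, of which 772 stayed, 60 moved, 63 kept their direction and lost their call, and 10 values with a test reversed. Values of bins carry no test, and those that changed sign are counted among the values that moved. Taking ties in random order moved no value of ranked bins beyond its spread. The second capture and ranking by the other capture were not run, as the muscle columns do not name the round. For the changes below the cause was not tested, except where a filter or the number of libraries sets how many genes are tested or how much noise is averaged.

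The slope of 28-m on 2-m muscle (0.457) was 0.385 with a pseudocount of 0.25, 0.334 with bins of a mean of at least 5, 0.45 with a read in every library, 0.510 as the first principal axis and 0.477 with the same sum in each library. In T cells (0.982) it was 0.925 with a pseudocount of 0.25, 1.16 as the first principal axis and 0.936 with the same sum. The change of the mean log2 value in muscle (0.64) was 0.92 with a pseudocount of 0.25, 0.30 with a mean of at least 5, 0.37 with a read in every library and 1.02 with the same sum. The copies found by the primers (0.74) changed by 0.89, 0.61, 0.63 and 1.14 under the same settings. All of these kept their direction, and the slope in T cells stayed above that in muscle under each setting.

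High bins of 28-m muscle (-1.36) changed by -1.17 when ranked by T cells, -0.73 ranked by 28 months, -0.92 with the same sum and -1.17 ranked by 20 months. Moderate bins (0.44) changed by 0.51, 1.11, 0.79 and 0.72 under these settings. Low bins (2.12) changed by 3.30 with a pseudocount of 0.25, 1.52 with a mean of at least 5, 1.49 with a read in every library, 1.51 ranked by T cells, 0.98 ranked by 28 months, 2.38 with the same sum and 1.47 ranked by 20 months. High bins of T cells (0.36) changed by 0.47 ranked by muscle, 0.61 ranked by 28 months, 0.0333 with the same sum and 0.49 ranked by 20 months. Low bins of T cells (0.29) had no stable direction. They changed by -0.0518 with a mean of at least 5, 0.0672 with a read in every library, -0.32 ranked by muscle, -1.27 ranked by 28 months and -0.43 ranked by 20 months. At 20 months, signs changed as well. Low bins of muscle (0.72) changed by -0.44 ranked by 20 months, and high bins of T cells (0.16) by -0.13 with the same sum. Low bins of T cells at 20 months (0.58) changed by -0.0543 ranked by muscle, -0.12 ranked by 28 months and -1.01 ranked by 20 months. Moderate bins of T cells changed by 0.0836 ranked by 20 months at 20 months (-0.41) and by 0.0161 ranked by 28 months at 28 months (-0.51). Moderate bins of 20-m muscle (-0.00015) changed by 0.18 ranked by T cells, 0.19 ranked by 28 months, 0.35 ranked by 20 months, 0.0992 with the same sum, 0.0180 with a read in every library and 0.00644 with a mean of at least 5. Low bins hold the fewest reads, which limits what their direction shows.

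Differentially expressed genes numbered 1122 (20 against 2 months) and 367 (28 against 20 months) without a filter and 413 and 67 with a mean of at least 50, where fewer genes are tested. They ranged from 626 to 782 and from 141 to 230 with each library left out in turn. Genes at an adjusted p under 0.05 numbered 586 and 24 with each library rescaled to the same sum. At 28 against 20 months they numbered 103 with a batch term for replicates 3, 76 with only the 2 groups, 228 with DESeq2 and 215 with DESeq2 without a filter. With each library left out in turn they ranged from 1081 (without replicate 1 at 20 months) to 2231 (without replicate 2 at 28 months) at 20 against 2 months. They were 1402 without replicate 1 at 2 months and 1264 without replicate 2 at 20 months. At 28 against 20 months they ranged from 14 (without replicate 1 at 20 months) to 88 (without replicate 2 at 2 months). They were 18 without replicate 3 at 20 months and 25, 28 and 23 without replicates 1, 2 and 3 at 28 months. More genes thus differed between 2 and 20 than between 20 and 28 months under every setting.

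With the replicate number as a block, 3000 genes passed at 20 against 2 months and 138 at 28 against 20 months. Replicate numbers do not pair the mice, and the block takes up the difference of replicates 3 from the others. Hnrnpk at 20 against 2 months passed under the block, with a log2 fold change of 0.20 (adjusted p = 0.0413, within a range from 0.0351 to 0.713 over the alternatives).

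Hnrnpk also passed with the batch term (log2 fold change 0.20, adjusted p = 0.0371), with DESeq2 (0.20, adjusted p = 0.0370), with DESeq2 without a filter (0.21, adjusted p = 0.0351) and without replicate 2 at 28 months (adjusted p = 0.0372). With each library left out in turn, its log2 fold change ranged from 0.19 to 0.23 and its adjusted p from 0.0372 to 0.181. The count of changed fast-twitch genes was 0 with the same sum and ranged from 0 (without replicate 3 at 2 months) to 1 with each library left out, and Calm2 was the 1 gene called. Slow-twitch genes past the threshold ranged from 5 to 6 with each library left out and from 4 to 6 over the other alternatives. List calls numbered 14 with camera, 7 with fry, 6 (without replicate 3 at 2 months) to 10 (without replicate 2 at 2 months) with each library left out, and 5 to 14 over the other alternatives.

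Reversals among genes occurred only with a library left out, in comparisons without a call. At 20 against 2 months, Setdb1 ranged from -0.00 (-0.00087, without replicate 2 at 2 months) to 0.13. In old against 2-m muscle, Ehmt1 ranged from -0.17 to 0.0292 (without replicate 2 at 2 months) and Suv39h1 from -0.0110 (without replicate 3 at 2 months) to 0.0764. At 28 against 2 months, Dnmt1 ranged from -0.0499 (without replicate 3 at 2 months) to 0.14. Tet2 ranged from -0.27 to 0.0368, above 0 without replicate 1 or 2 at 2 months or replicate 3 at 28 months. At 28 against 20 months, Tnni1 ranged from -0.00661 (without replicate 2 at 20 months) to 0.42 and Myh6 from -0.0868 (without replicate 2 at 20 months, and also below 0 without replicate 3 at 28 months) to 0.38.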

Differences from the paper's values

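DESeq2 without a filter was chosen only after the result was seen. For the GC content of the muscle reads the paper's value is 65%, and the read-weighted GC content of bins averaged 42.5% over the ages, a value for bins and not for reads. The paper gives 62 M reads per age group, and the deposited muscle counts sum to 137 M reads on bins on average. The paper's Table S1 lists its reads as pairs (61713700 at 2 months), so the units of these numbers differ. No alternative applies to these 2 values.

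The paper's number of differentially expressed genes between 2 and 20 months is 1051, and limma gave 681. Of the 20 alternatives set before the data were examined, 6 come within 1.5 times of the paper's number. They are no filter (1122), edgeR (708), DESeq2 (707), and the fits without replicate 2 at 2 months (782), without replicate 3 at 2 months (707) and without replicate 3 at 20 months (764). The other 14 do not. DESeq2 without a filter, chosen after seeing the values, gave 809 and comes within that range too. Between 20 and 28 months the paper's number is 348 and limma gave 172. Only no filter (367) comes within 1.5 times, and the other 19 do not. DESeq2 without a filter gave 218 and does not.

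For T cells, the paper's slope of 20 on 2 months is about 0.87 in Fig. 1b, read by eye, and the slope here was 0.905. Of the 5 alternatives set before the data were examined, the same sum in each library (0.867) reaches the paper's value and the other 4 do not. The paper's slope of 28 on 2 months is about 0.87 in Fig. 1b, read by eye, against 0.982 here, and none of the 5 alternatives set before the data were examined reaches it.

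In Fig. 1d, read by eye, the paper's log2 fold change of moderate bins in 28-m muscle is about 0.47, against 0.44 here. Of the 6 alternatives set before the data were examined, a pseudocount of 0.25 (0.46) and bins with a mean of at least 5 (0.45) close the gap and the other 4 do not. For low bins of 20-m muscle the paper's value is about 0.45 in Fig. 1d, read by eye, against 0.72 here. Bins with a read in every library (0.51) close the gap and the other 5 alternatives do not. For low bins of 28-m muscle it is about 1.7 in Fig. 1d, read by eye, against 2.12 here, and none of the 6 alternatives closes the gap.

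For T cells in Fig. 1d, read by eye, the paper's value of moderate bins at 20 months is about -0.34, against -0.41 here, and none of the 6 alternatives set before the data were examined closes the gap. For low bins of T cells at 20 months it is about -0.012 in Fig. 1d, read by eye, against 0.58 here. Ranking by muscle (-0.05) and by 28 months (-0.12) close the gap. Bins with a mean of at least 5 (0.03) and with a read in every library (0.13) come within the SD over chromosomes (0.198) of the paper's value, with the other sign, and the other 2 alternatives do not. For low bins of T cells at 28 months it is about -0.15 in Fig. 1d, read by eye, against 0.29 here. Bins with a mean of at least 5 (-0.05) and ranking by muscle (-0.32) close the gap and the other 4 do not.

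The paper lists Calm2 among the genes that do not differ with age, and here it fell in old muscle (log2 fold change -0.31, adjusted p = 0.0214 from limma). It was not called with each library rescaled to the same sum (adjusted p = 0.461) or without replicate 3 at 2 months (adjusted p = 0.0990), within a range from 0.00557 to 0.461 over the alternatives. The paper reports no difference for G9a and Ezh2. Here Ehmt2 (log2 fold change 0.20, adjusted p = 0.0421) and Ezh2 (-0.49, adjusted p = 0.0397) passed the threshold, and neither did without a filter, with the same sum, with quantile normalization or in most fits without 1 library. The paper singles out Hnrnpk as changed, and here it did not pass (0.20, adjusted p = 0.0662). It passed with the replicate block, the batch term, DESeq2 and without replicate 2 at 28 months, and with DESeq2 without a filter, which was chosen after seeing the values. The paper reports an increase of methylation in all repeat families as averages over whole families (Fig. S2). The bins of RLTR4_MM-int copies, 1 subfamily of ERV1, fell by 0.94 on the log2 scale at 28 months. Their mean in 2-m muscle was 99.6 normalized counts. The paper itself reports a loss in highly methylated ERV1 copies, so the fall differs from the family average only. For T cells the paper reports no age-associated change at retroelements (Fig. S6). The 39 highest T-cell bins of the first stretch of Fig. 4a were chosen by 2-m value, not by repeat annotation. They need not lie in retroelements. Their mean rose from 102 to 138 normalized counts. The size of this rise depends on the scaling, since high T-cell bins over the genome changed by 0.36 as deposited and by 0.0333 with the same sum in each library.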

Other observations

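The tests of the slow fibre list, of the marrow, bone and cartilage genes and of a loss specific to repeats were chosen only after the result was seen. The counts of other splits, the test of replicates 3, the drift and the comparison of copies with matched bins were chosen before.

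The counts of genes were compared with those of the other splits of the same 6 libraries into groups of 3. For differentially expressed genes at 20 against 2 months, 1 of the 10 splits, the real one, gave as many genes as the 681 found, and the others gave 64 to 162. For genes at an adjusted p under 0.05, 1 of the 10 splits gave as many as 2181, and the others gave 0. At 28 against 20 months, 1 of the 10 splits gave as many differentially expressed genes as 172, and the others gave 43 to 133. For genes at an adjusted p under 0.05, 1 of the 10 splits gave as many as 50, and the others gave 0. With 10 splits a share under 0.05 is out of reach, so this share alone decides nothing. An unadjusted p under 0.05 was found for 4153 genes at 20 against 2 months and for 1396 at 28 against 20 months, where 658.9 are expected by chance. The groups did not overlap for 36.0 and 17.5% of genes, where chance gives 10%.

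Replicates 3 stood apart from replicates 1 and 2. With age in the model, 332 genes differed between them at an adjusted p under 0.05 (limma, Benjamini-Hochberg), 39 of them higher in replicates 3, and 100% had the same sign at all 3 ages, where 25% are expected of independent signs. The selection by a model with 1 common difference fixes part of that share. Over genes, the difference correlated with transcript GC content with a Spearman rho of -0.164 and with length with a rho of 0.00394, where 94.5% of genes had values and genes are not independent replicates. This is consistent with library batches that differ in their fragments or counting. Each age has 1 such library, so the batch is balanced over the ages.

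The bimodal drift that the paper discusses for expression, with weakly expressed genes rising and highly expressed ones falling, was tested by ranking genes on replicates 1 and 2 at 2 months and measuring the change against replicate 3. Relative to the median of all genes, the log2 difference at 28 against 2 months had a median of -0.0651 in the lowest quartile, -0.0142 and 0.0115 in the middle ones and 0.0221 in the highest. Measured on the ranking libraries themselves, it was 0.0339 in the lowest and -0.0140 in the highest quartile, the order of the drift, to which noise in the ranking adds. The baseline of the former is 1 library of replicates 3, which stood apart, so the drift and the difference of that library cannot be told apart.

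The copies found by the primers were compared with bins without a copy that had the same number of CpGs and the same 2-m level. Bins without a copy were not screened for other retroelements, so a small difference does not set retroelements against other sequence. At 28 months the bins of copies rose by 0.74 and the matched bins by 0.48, a difference of 0.26 (SE 0.00437 over bins, which are not independent) on the log2 scale. Bins that gained reads say nothing on a loss. The RLTR4_MM-int bins lost reads, with -0.945 in the 58 that were matched, and their matched bins changed by -1.34. The difference was 0.39 (SE 0.0549), so these copies lost less than matched bins. At the peaks, where most subfamilies lost reads, the difference was -0.03 over all 4, with -0.07 for L1Md_F2 and 0.11, 0.20 and 0.02 for RLTR4_MM-int, ETnERV3-int and L1_Mus1. Among high-methylation bins, those made mostly of repeats differed by -0.10 from matched bins with few repeats. The matched bins with few repeats fell by 1.35 themselves, which argues against a loss specific to repeats as the whole cause of the loss in high bins made mostly of repeats. The peaks went both ways and copies of a subfamily share reads, so for the copies a library-wide change in capture alone and one with a further loss in repeats cannot be told apart.

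The slow fibre list rose by a median log2 fold change of 2.64 at 20 and 2.57 at 28 against 2 months, with 9 of 9 genes higher and 9 genes past the threshold both over all genes and adjusted over the list alone. The list includes Myh7 and Tnni1, which the paper picked, so the latter count is not independent evidence. Fry did not call it (adjusted p = 0.0545 at both ages). With each library left out in turn, the adjusted p at 28 against 2 months ranged from 9.96e-04 to 0.169, the lowest without replicate 2 and the highest without replicate 3 at 2 months, so whether 1 library decides the change cannot be told apart from the spread among the 3 young mice. Scaling is argued against, since quantile normalization gave 2.55. From 20 to 28 months the median was 0.03 (adjusted p = 0.987), with 0 genes past either threshold.

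The other lists gave no call by fry. The macrophage list (7 of 8 genes tested) had medians of -0.44 at 20 against 2 months (adjusted p = 0.115, but 0.0348 without replicate 2 at 2 months) and -0.09 at 28 against 2 months (adjusted p = 0.937). At 28 against 20 months 0 of its genes passed over all genes and 4 adjusted over the list alone. The adipocyte list (8 of 8) had medians of -1.43, -0.81 and 0.46 at 20 against 2, 28 against 2 and 28 against 20 months (adjusted p = 0.212, 0.281 and 0.937), with 6, 2 and 1 genes past the threshold over all genes and 7, 2 and 3 adjusted over the list alone. The red blood cell list (2 of 6 genes tested) had -0.67, -0.22 and 0.45, the B and plasma cell list (3 of 8) 0.10, 0.13 and 0.03, and the T cell list (1 of 7) 0.13, 0.10 and -0.04, with adjusted p from 0.937 to 0.987. The red blood cell list reached an adjusted p of 0.0497 at 28 against 2 months without replicate 1 at 2 months, where its median was 1.17. Camera with a preset correlation called 14 of the tests. The 7 that hold under fry are those of the denervation list in all 3 comparisons, of the collagen and matrix list at 20 and 28 against 2 months, and of the interferon response list at 20 against 2 and 28 against 20 months.

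Genes of marrow, bone and cartilage were highest in replicate 1 at 2 months. Of 22 genes listed before their values were looked at, 21 were highest in that library among the 9, where 2.44 are expected by chance and 14.4% of all tested genes were highest there. The exception was Col9a3, highest in replicate 1 at 28 months. The marrow gene S100a9 had 1676 normalized counts in that library and at most 35.4 in the others. Among genes seen before, Ngp had 1204 against at most 20.2, Ltf 749 against 7.94, S100a8 798 against 36.1 and the bone gene Ibsp 758 against 37. Marrow, bone and cartilage in that sample of hindlimb muscle may be the source, as the 21 of 22 genes are of that kind. No biological explanation was tested, and a difference between the mice stays open.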
